# Glial gene networks associated with alcohol dependence

**DOI:** 10.1038/s41598-019-47454-4

**Published:** 2019-07-29

**Authors:** Emma K. Erickson, Yuri A. Blednov, R. Adron Harris, R. Dayne Mayfield

**Keywords:** Glial biology, Gene regulatory networks, Addiction

## Abstract

Chronic alcohol abuse alters the molecular structure and function of brain cells. Recent work suggests adaptations made by glial cells, such as astrocytes and microglia, regulate physiological and behavioral changes associated with addiction. Defining how alcohol dependence alters the transcriptome of different cell types is critical for developing the mechanistic hypotheses necessary for a nuanced understanding of cellular signaling in the alcohol-dependent brain. We performed RNA-sequencing on total homogenate and glial cell populations isolated from mouse prefrontal cortex (PFC) following chronic intermittent ethanol vapor exposure (CIE). Compared with total homogenate, we observed unique and robust gene expression changes in astrocytes and microglia in response to CIE. Gene co-expression network analysis revealed biological pathways and hub genes associated with CIE in astrocytes and microglia that may regulate alcohol-dependent phenotypes. Astrocyte identity and synaptic calcium signaling genes were enriched in alcohol-associated astrocyte networks, while TGF-β signaling and inflammatory response genes were disrupted by CIE treatment in microglia gene networks. Genes related to innate immune signaling, specifically interferon pathways, were consistently up-regulated across CIE-exposed astrocytes, microglia, and total homogenate PFC tissue. This study illuminates the cell-specific effects of chronic alcohol exposure and provides novel molecular targets for studying alcohol dependence.

## Introduction

Glial cells, such as astrocytes and microglia, are important for proper brain development and function^1^. Glial dysfunction is thought to be involved in neurological and psychiatric disorders, including depression^2–5^, Alzheimer’s disease^6,7^, and drug addiction^8^ including alcohol use disorders (AUDs). Alcohol exposure changes astrocyte and microglia morphology and phenotype^9–13^, implicating glial cells as a target of alcohol. Furthermore, transcriptome studies of human alcoholic and chronic alcohol-exposed rodent brains identified gene expression changes that were specifically related to glial function^14–17^.

Functional consequences of sustained gene expression changes in astrocytes and microglia may regulate behavioral traits relevant to AUDs. For example, pharmacological and chemogenetic manipulation of astrocyte function altered the motivation to self-administer drugs of abuse^13,18–21^. A cell type-specific depletion study showed a role for microglia in alcohol’s effects on neuroimmune gene expression^22^, and null mutant mice lacking different immune genes demonstrated potential roles for neuroimmune signaling in alcohol consumption^23,24^. In addition, cell-specific transgenic mouse models showed that glial-derived cytokines modulate drug-induced behaviors^25–27^. Thus, there is consistent support that alcohol-induced gene expression changes in glia regulate neuroadaptations and behaviors associated with AUD.

As the immune cells of the CNS, astrocytes and microglia express many of the same genes and pathways, especially those related to neuroimmune receptors and signaling components^28,29^. It is difficult to distinguish cell type-specificity of “glial-associated” gene expression changes using bulk RNA-sequencing (whole tissue analysis utilizing RNA from all brain cells) methodology. This is further complicated by the fact that astrocytes and microglia also express genes often assumed to be explicitly neuronal^30^. In addition, activation of the same receptor signaling pathway in distinct cell types can lead to diverse physiological and behavioral consequences^31,32^. Recent studies showed that chronic, voluntary alcohol consumption produces distinct changes in gene expression in astrocytes and microglia that are mostly not detected in total homogenate^33,34^. Delineating these cellular effects is a crucial step towards understanding the complex molecular brain adaptations associated with AUDs.

Here, we establish the astrocyte- and microglia- specific transcriptome alterations in mouse prefrontal cortex (PFC) following chronic intermittent ethanol vapor exposure (CIE). CIE utilizes passive exposure to alcohol vapor to yield blood alcohol concentrations (BAC) that are difficult to achieve using traditional animal models of voluntary alcohol self-administration^35^. Periods of high BAC alternated with intermittent periods of withdrawal reliably leads to escalated voluntary alcohol consumption and severe symptoms of dependence in rodents^36^. In addition, the neurobiological and behavioral adaptations found in humans with AUD are paralleled in studies of CIE-exposed rodents^37,38^, and clinically effective medications can reduce CIE-induced increases in alcohol consumption^39^. Using RNA-sequencing, we profiled transcriptomes of astrocytes and microglia (as well as total homogenate) from the PFC of CIE-exposed mice. Differential expression analysis revealed marked gene expression changes in astrocytes and microglia isolated from alcohol-dependent mice; however, there was little overlap with CIE-induced changes observed in total homogenate samples. We used weighted gene co-expression network analysis (WGCNA) to identify unique co-expressing networks of genes altered in CIE-treated in astrocytes and microglia. From these networks, we discovered novel cell type-specific genes that may be involved in the pathophysiology of alcohol dependence.

## Materials and Methods

### Mice

Adult (8 weeks) male C57BL/6J mice were purchased from The Jackson Laboratory (Bar Harbor, ME). Mice were housed in the Animal Resource Center at The University of Texas at Austin with 12 h light/dark cycles and maintained on a standard laboratory diet and water *ad libitum*. All experiments were approved by The University of Texas at Austin Institute for Animal Care and Use Committee and conducted in accordance with NIH guidelines regarding use of animals in research.

### Chronic intermittent ethanol vapor exposure (CIE)

Briefly, ethanol was volatilized, mixed with fresh air and delivered to Plexiglas inhalation chambers at a rate of 10 L/min^40^. Alcohol concentrations in the chamber were maintained at 15–20 mg/L air. Before entering the chambers, mice (12 alcohol + 12 control = 24 total) were administered alcohol (1.6 g/kg; 8% w/v) and the alcohol dehydrogenase inhibitor pyrazole (1 mmol/kg) in a volume of 20 ml/kg body weight to help stabilize and maintain BACs. Control mice received saline, pyrazole and fresh air (also in Plexiglas inhalation chambers). Animals were left in the chamber for 16 h/day during 4 weekly cycles, each cycle alternated with weeks in between in which mice were left undisturbed (Fig. 1A). Immediately following their last vapor treatment, blood samples were obtained using retro-orbital bleeding. Samples were collected into capillary tubes and centrifuged for 6 min at 3100 g in a Haematospin 1400 centrifuge (Analox Instruments, Lunenburg, MA). Plasma samples were stored at −20 °C until BACs were determined in 5 μl aliquots using an AM1 Alcohol Analyzer (Analox Instruments). BACs were determined using commercially available reagents according to the manufacturer’s instructions. BACs averaged 171 ± 33 mg/dl (*n* = 10).

**Figure 1:**
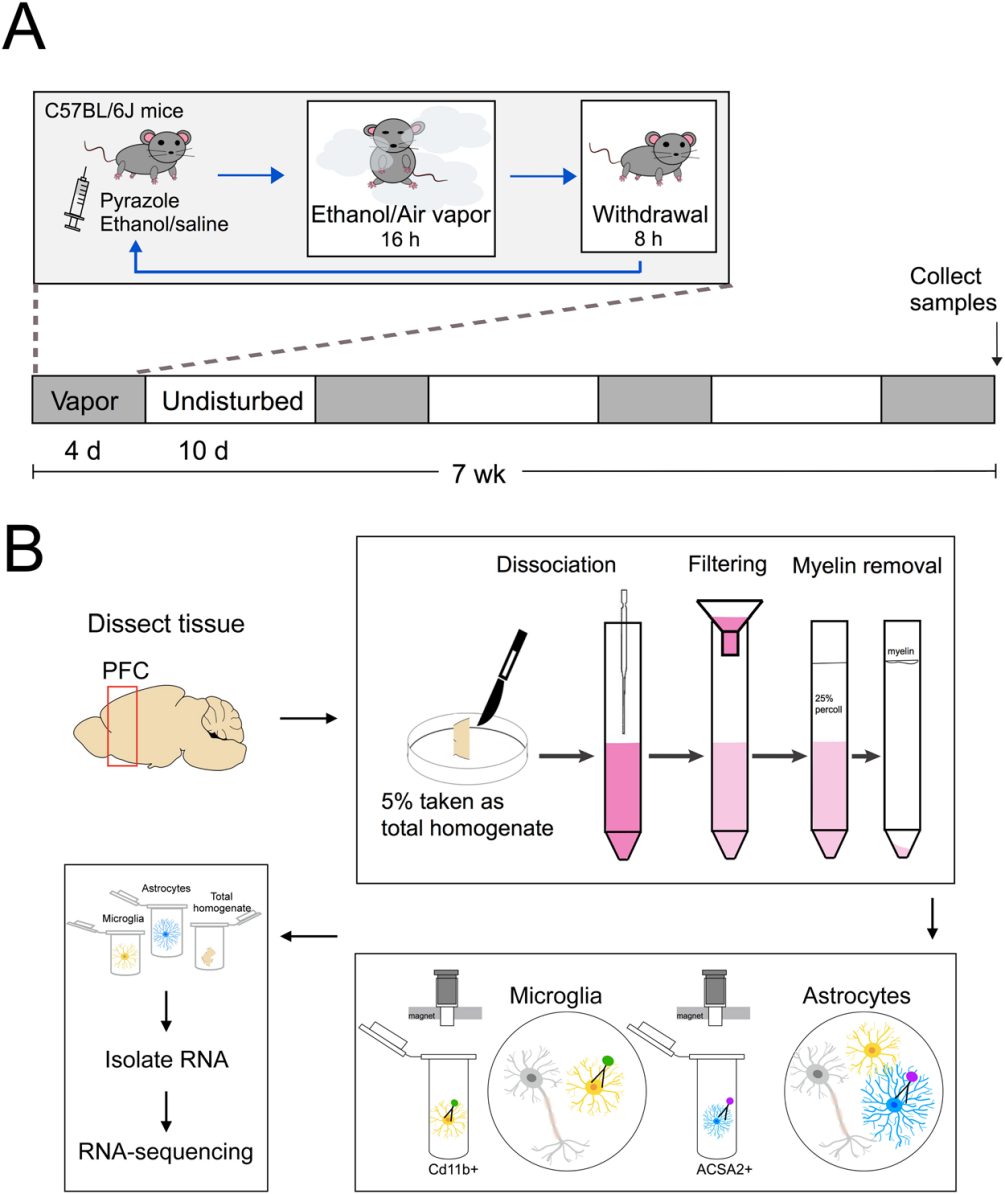
Schematic of alcohol exposure and cell isolation methods. (**A**) Chronic intermittent ethanol vapor procedure. (**B**) Cell type isolation procedure.

### Cell enrichment and RNA isolation

Mice were anaesthetized with 3% isoflurane and immediately perfused with phosphate-buffered saline (PBS). The PFC was dissected by removing the olfactory bulbs, then cutting the foremost 2 mm of the cortex from each side at an approximate 50° angle from the midline, as previously described^16^. Tissue was minced and dissociated into a single cell suspension using the Neural Tissue Dissociation Kit with Papain (Miltenyi Biotec, Bergish Gladbach, Germany). Myelin was removed by centrifugation in a 25% Percoll gradient. Astrocyte enrichment was performed using astrocyte cell surface antigen-2 (ACSA2) magnetic MicroBeads (Miltenyi Biotec). Microglia were subsequently isolated from the ACSA2- cell fraction using Cd11b magnetic MicroBeads (Miltenyi Biotec) (Fig. 1B). This purification technique was selected based on previous successful studies in the adult rodent brain^33,34,41–44^. RNA was extracted using the RNeasy Micro Kit (Qiagen, Hilden, Germany) and examined on the Bioanalyzer (Agilent Technologies, Santa Clara, CA) for quality and quantity. Total RNA concentrations for astrocytes and microglia averaged 2190 pg/μl and 369 pg/μl, respectively. RNA integrity number (RIN) scores for astrocyte total RNA ranged from 7.2–9.4, while RIN scores for microglia total RNA ranged from 5.7–9.6.

### RNA sequencing, quality control and read processing

RNA was submitted to the Genomic Sequencing and Analysis Facility at The University of Texas at Austin for mRNA selection using the MicroPoly(A) Purist Kit (Life Technologies, Carlsbad, CA) and library preparation using NEBNext Module Components (New England Biolabs, Ipswich, MA). Four microglia samples were excluded due to low RNA quantity (>1 ng per sample). Samples were sequenced on the Illumina Hi-Seq 4000 at a depth of 20 million paired-end reads (150 bases/read). Read quality was assessed using FASTQC (version 0.11.5)^45^. Adapters were removed with Cutadapt (version 1.8) and were mapped to the mouse genome (UCSC mm 10) using STAR (version 2.5.0a)^46^. Duplicate reads were filtered from sorted BAM files using Picard’s MarkDuplicates tool (version 1.141). Raw counts were quantified using HTSeq (version 0.6.1p1)^47^. Three samples were determined to be outliers using principal component analysis and hierarchical clustering analysis and were excluded. 

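RNA from the prefrontal cortex of 17 mice, 8 control and 9 CIE, was sequenced as 3 preparations per mouse: cells held on beads against the astrocyte surface antigen ACSA2, cells of the remaining fraction held on beads against CD11b, a surface protein of microglia and other myeloid cells, and total homogenate. CIE mice inhaled ethanol vapor for 16 h per day over 4 weekly cycles, and mice of both groups received pyrazole, an inhibitor of alcohol dehydrogenase. Aqp4, the water channel of astrocytes, had 478 ± 110 CPM (counts scaled to library size over all preparations together, SD, n = 17) in astrocytes, 8.86 ± 10.4 in microglia and 147 ± 37.4 in total homogenate. Cx3cr1, the fractalkine receptor of microglia, had 595 ± 209 CPM (same scale, SD, n = 17) in astrocytes, 4044 ± 757 in microglia and 104 ± 15.4 in total homogenate. Of 30 mature astrocyte genes, 27 were higher in the astrocyte preparation than in total homogenate, with a median log2 fold change of 1.43. Of 30 homeostatic microglia genes, 29 were higher in the microglia preparation, with a median of 4.97, and 29 were also higher in the astrocyte preparation, with a median of 2.35. From 11 microglial genes, microglial RNA was estimated at 12.5 ± 5.56% (SD, n = 8) of the control and 13 ± 3.56% (SD, n = 9) of the CIE astrocyte libraries. Homeostatic microglia genes were lower in CIE than in control microglia (mean log2 level -0.33), which may make the CIE share read too low. These values thus do not show that the shares were equal. The authors trimmed reads with Cutadapt 1.8, mapped them to mm10 with STAR 2.5.0a, removed duplicates with Picard 1.141 and counted reads per gene with HTSeq 0.6.1p1, and the files hold these whole counts for 24421 genes. Counts assigned to genes ranged from 2082289 to 7189353 (median 4243972.5) in control astrocytes and from 2498574 to 10041788 (median 6698667) in CIE astrocytes. In microglia they ranged from 1025527 to 6026453 (median 1879481.5) in control mice and from 571878 to 4566599 (median 2677866) in CIE mice. In total homogenate they ranged from 5247210 to 15594154 (median 8442273.5) in control mice and from 5042926 to 14078198 (median 7558739) in CIE mice. The paper states its depth in paired-end reads per sample, and all values here use the assigned counts. Each preparation was fitted on its own with TMM scaling, the default expression filter of edgeR and its quasi-likelihood test of treatment, with Benjamini-Hochberg adjustment, where the paper used DESeq2.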

The final analyses included 17 samples (8 control + 9 alcohol-treated mice) for each cell type. Raw and processed sequencing data from this study have been deposited to the Gene Expression Omnibus under the accession number GSE128561.

### Bioinformatics analysis

Differentially expressed genes were identified using the Bioconductor package DESeq2^48^. We used a significance threshold of an adjusted p-value of 0.05, calculated from the Benjamini-Hochberg false discovery rate (FDR), for differential expression analysis. Functional enrichment of differentially expressed genes in each cell type was identified using the online tool Enrichr^49^. WGCNA was used to identify groups of co-expressing genes in astrocytes and microglia^50^. WGCNA inputs were log2-transformed normalized counts for each sample, excluding genes containing 0 counts in any of the samples. WGCNA was performed on astrocyte and microglia samples independently using the *R* package^50^.

The general framework of WGCNA has been previously described^51^. Briefly, we constructed a signed adjacency matrix by calculating Pearson correlations for all pairs of genes. To emphasize strong correlations on an exponential scale, we raised the adjacency to power β. We chose a power of β = 17 for both cell types so the resulting networks exhibited approximate scale-free topology (scale free topology fit = 0.85). To identify gene modules, all genes were hierarchically clustered based on connection strength determined using a topological overlap dissimilarity calculation. Resulting gene dendrograms were used for module detection using the dynamic tree cut method (minimum module size = 100). Quality statistics were calculated for identified gene modules in each cell type using modulePreservation^52^ (see Supplementary Information). To determine module-trait relationships, Pearson correlations were calculated for module eigengene expression with CIE treatment status and BAC. BAC correlations were calculated using only the CIE-treated samples. Resulting p-values from module-trait correlations were adjusted for multiple comparisons using an FDR threshold of 0.05. To functionally characterize modules, all genes belonging to a module were submitted to Enrichr for biological process gene ontology and pathway analysis. Module visualizations were created with the top 50 edges (based on topological overlap connectivity) of each module using Gephi (version 0.9.1)^53^. We identified hub genes for each module by examining correlation with module eigengene and within-module connectivity.

### Immunohistochemistry

A separate group of CIE-exposed mice were used for protein expression analysis. Mice were anaesthetized with isoflurane and perfused with PBS and 4% paraformaldehyde (PFA). Brains were post-fixed in PFA for 24 h, then cryoprotected in 20% sucrose solution for 24 h. Brains were frozen in optimal cutting temperature and stored at −80 °C until slicing. Brains were sliced (30 μm coronal sections), permeabilized in 0.1% Triton-X for 10 min, and blocked in 10% donkey serum for 1 h at RT. The sections were then incubated overnight at 4 °C in primary antibody (rabbit anti-CEBPD 1:500, Rockland Immunochemical, Pottstown, PA, Catalog #10800-764). Following three washes in PBS, sections were incubated in secondary antibody (donkey anti-rabbit 488, Thermo Fisher Scientific, Rockford, IL) for 2 h at RT, mounted in 0.2% gelatin, dehydrated, and cover slipped with mounting medium including DAPI (Vector Labs, Burlingame, CA). Slides were visualized using a Zeiss Axiovert 200 M fluorescent light microscope (Zeiss, Thornwood, NY). Bilateral images of the PFC (Bregma +2.8 to +2.24) were captured using a 20x objective. Images were analyzed using ImageJ (version 1.50i). CEBPD+ cells were quantified in medial regions of the PFC in two regions of interest per section (box, 700 × 700 μm). Cell counts were averaged between two sections per animal (*n* = 4).

## Results and Discussion

### Chronic intermittent ethanol elicits robust changes in astrocyte and microglia gene expression

Differential expression analysis revealed 1153 and 742 differentially expressed genes following CIE (adjusted *p* < 0.05) in astrocytes and microglia, respectively (Supplementary Table 1). In contrast, only 150 genes were differentially expressed in total homogenate samples (Fig. 2A). Thus, cell type-specific analysis detected a significantly greater number of differentially expressed genes (~13x) compared with total homogenate preparations. 

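In astrocytes of CIE mice the largest rises were in Plin4, a lipid droplet protein, and in the MHC class II genes H2-Eb1, H2-Aa and H2-Ab1, and the largest falls were in the Notch target Hes5 and the semaphorin Sema5b. Plin4 was at 28 ± 30.9 CPM (SD, n = 8) in control and 299 ± 326 (SD, n = 9) in CIE astrocytes, a log2 fold change of 3.46 (standard error 0.74, adjusted p = 0.0118 from edgeR). Sema5b was at 16.8 ± 5.67 in control and 4.92 ± 2.27 in CIE astrocytes, a log2 fold change of -1.88 (standard error 0.25, adjusted p = 0.000991), and was lower in 9 of 9 CIE mice than the control median. Markers of border macrophages and monocytes moved with them in the astrocyte libraries: Cd163 rose by 1.37 (standard error 0.281) and Siglec1 by 1.51 (standard error 0.36), both called in each of 17 fits without 1 mouse, and the mean level of the list was 0.557 higher (exact permutation p = 0.047, adjusted p = 0.145), as was that of activated microglia genes by 0.581 (adjusted p = 0.0154, exact permutation test). In microglia Plin4 again rose most, with a log2 fold change of 4.28 (standard error 0.804, adjusted p = 0.00621 from edgeR). Next to it stood genes of neutrophils and other myeloid cells: Chil3 rose by 4.20 (standard error 0.879), the antimicrobial protein Lcn2 by 3.52 (standard error 0.815) and the neutrophil chemokine receptor Cxcr2 by 3.38 (standard error 0.512) on the log2 scale. Of 11 measured neutrophil markers 10 were higher in CIE microglia (10 when adjusted over the list alone), with a median log2 fold change of 2.89 (camera adjusted p = 2.95e-09, adjusted p = 0.194 with an estimated correlation). Their mean log2 level differed by -0.201 between CIE and control mice numbered under 10, by 1.79 among mice 19 to 26 and by 2.45 among mice 35 to 41. Fcrls, a gene specific to resident microglia, fell from 1678 ± 195 (SD, n = 8) to 803 ± 292 CPM (SD, n = 9). At an adjusted p under 0.05 from edgeR, 661 of 12878 genes differed in astrocytes, 375 higher and 286 lower, and 373 of 10761 differed in microglia, 249 higher and 124 lower. The astrocyte count was 358 without mouse 22, 417 without 24, 354 without 26, 370 without 36 and 1001 without 08, and the microglia count was 182 without mouse 20, 193 without 26, 238 without 35, 197 without 36 and 684 without 08. Lcn2 missed the threshold without mouse 20 (adjusted p = 0.0524). The markers Ltf and Ngp were called in 6 of 17 fits without 1 mouse each, and without mouse 41 Ltf rose by 1.77 (adjusted p = 0.115) and Ngp by 1.88 (adjusted p = 0.107), against 3.04 and 3.35 with all mice. With the neutrophil markers' mean level as a covariate, a fit chosen after the data were seen, 65 microglia genes passed, and DESeq2 with its defaults gave 1166 and 754 genes in the 2 cell types.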

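In total homogenate the Notch target Hes5 fell furthest, from 20 ± 2.21 CPM (SD, n = 8) in control to 6.27 ± 1.97 (SD, n = 9) in CIE mice, a log2 fold change of -1.65 (standard error 0.159, adjusted p = 4.58e-05 from edgeR). Etnppl, an astrocyte enzyme of phosphoethanolamine breakdown, rose as well (standard error of the log2 fold change 0.188, adjusted p = 0.00178 from edgeR). Tsc22d3, a glucocorticoid-induced regulator, rose by 1.08 (standard error 0.174) and the clock-controlled transcription factor Dbp by 0.54 (standard error 0.0659, adjusted p = 0.000502). Each of these 3 was higher in 9 of 9 CIE mice than the control median. Of 24 glucocorticoid-responsive genes 4 were higher in CIE homogenate and none was lower (17 higher when adjusted over the list alone, camera adjusted p = 7.61e-24), a call that held with an estimated correlation (adjusted p = 0.0127). Of 28 neuron markers none passed the edgeR test, at a median log2 fold change of -0.0102. The test called 35 of 13982 genes, 27 higher and 8 lower. The count was 22 without mouse 03, 15 without 20, 17 without 22, 15 without 35, 18 without 36, 53 without 39 and 71 without 41. DESeq2 with its defaults called 192 genes and the fit with the range of mouse numbers as a covariate 81.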

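Astrocytes and microglia together gave 1034 calls from edgeR, against 35 in total homogenate, a ratio of 29.5. The ratio was 10.0 with DESeq2 and 12.7 with DESeq2 and its prior on fold changes. It was 51.3 without mouse 03, 64.8 without 08, 46.1 without 20, 50.3 without 22, 53.7 without 35, 16.1 without 26, 15.6 without 39 and 13.3 without 41. Hes5, Nrarp, Irgm1 and Lgals3bp were called in astrocytes and in total homogenate, while Mfge8, Sema5b and Vegfa in astrocytes and Fcrls, Trem2 and Sparc in microglia were called in a cell type and not in the homogenate. Of these 6 genes Sparc alone passed a test of the difference from the homogenate response, which was -0.04 for Mfge8 (edgeR adjusted p = 1), -1.52 for Sema5b (adjusted p = 0.151), -0.48 for Vegfa (adjusted p = 1), -0.30 for Fcrls (adjusted p = 0.864) and -0.28 for Trem2 (adjusted p = 0.795). From these numbers of differentially expressed genes the paper concludes that the cell type-specific analysis detects more of them than whole tissue does.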

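Among the genes that rose in CIE mice, the median log2 fold change was 1.04 in microglia, 0.618 in astrocytes and 0.888 in total homogenate. A log2 rise above 1 was reached by 55.4% of the 249 higher genes in microglia, 23.2% of the 375 in astrocytes and 37% of the 27 in total homogenate. In fits without 1 mouse the homogenate share ranged from 16.7% (without mouse 35) to 56.8% (without mouse 39). Of 82 genes that rose in both cell types, 57 rose more in microglia, with a median of 1.13 against 0.744 in astrocytes. Ddit4, a stress-induced inhibitor of mTOR signaling, rose by 1.78 in microglia (standard error 0.19, adjusted p = 8.78e-05 from edgeR), and its response differed from that in total homogenate by 1.25 (standard error 0.228, adjusted p = 0.00233) and from that in astrocytes by 1.09 (standard error 0.227, adjusted p = 0.0119). Zbtb16, a transcription factor induced by glucocorticoids, rose by 2.41 in microglia (standard error 0.469). Genes that fell had medians of -0.504 in microglia, -0.535 in astrocytes and -0.507 in total homogenate. The homogenate median rested on 8 genes, so it does not show that falls were equal in size. It ranged from -0.482 (without mouse 37) to -1.47 (without mouse 22) and was -1.15 with no expression filter. With the mouse range as a covariate the order of microglia and total homogenate turned, with medians of 0.801 and 0.815 and 30.3% and 33.9% of the higher genes above a log2 rise of 1, and without the 4 mice numbered under 10, a fit chosen after the data were seen, the medians were 0.938 and 1.10. With the prior on fold changes of DESeq2, 12.9% of the higher genes passed a log2 rise of 1 in microglia, 1.12% in astrocytes and 0% in total homogenate. No test was run on the medians themselves, since the genes of a preparation are not independent replicates, and with that prior the homogenate median was 0.535.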

Up-regulated genes found in isolated microglial preparations displayed larger magnitude fold changes compared with those in total homogenate and astrocytes (Fig. 2B). Between microglia and astrocytes, 213 differentially expressed genes were shared, while fewer were shared between total homogenate and either astrocytes (91 genes) or microglia (40 genes) (Fig. 2C). 

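Astrocytes and microglia shared 101 of the genes changed by CIE, 82 higher in both and 19 lower in both. Among the shared rises were Ddit4 and Sult1a1, which respond to glucocorticoids, and Tap1 and Oasl2 of the interferon response, and among the shared falls Hspa1a, Hsph1 and P4ha1. Of the 101 genes 14 were type I interferon-stimulated, from 41 measured in both (adjusted p = 1.72e-17, one-sided Fisher's exact test), 8 were heat shock proteins and chaperones, from 29 (adjusted p = 2.88e-09), and 5 were glucocorticoid-responsive, from 21 (adjusted p = 1.33e-05). MHC class I genes gave 4 from 17 (adjusted p = 0.000132, Fisher's exact test). Total homogenate shared 30 genes with astrocytes, 23 higher and 7 lower, and 12 with microglia, 11 higher and 1 lower. Over the 10647 genes tested in both cell types, 15.8 shared genes would be expected for independent lists (odds ratio 10.7, Fisher's exact p = 1.99e-55), and the expectation was 1.72 for astrocytes and homogenate and 0.885 for microglia and homogenate. The 3 preparations came from the same mice, so the lists are not independent. The overlap of the cell types was 47 without mouse 20, 62 without 24, 44 without 26, 65 without 35, 42 without 36 and 171 without 08. That of astrocytes and homogenate was 19 without mouse 03, 18 without 19, 12 without 20, 22 or 35 and 13 without 36, and that of microglia and homogenate was 6 without 03 or 22, 3 without 20, 35 or 36, 7 without 26 and 20 without 41.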

A total of 31 genes were differentially expressed in all three cellular preparations. 

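The genes changed in all 3 preparations were Cdh19, Ddit4, Hspa1a, Ifit3, Irf7, Irgm1, Lgals3bp, Rtp4, Slfn2, Sult1a1, Tap1 and Xdh. All were higher in CIE mice except Hspa1a, which encodes the inducible heat shock protein 70 and was lower. Lgals3bp, a secreted glycoprotein induced by interferon, rose from 121 ± 21.5 CPM (SD, n = 8) to 219 ± 39.6 (SD, n = 9) in astrocytes, a log2 fold change of 0.86 (standard error 0.121, adjusted p = 0.00138 from edgeR), and by 0.90 in total homogenate (standard error 0.135, adjusted p = 0.00575). Xdh, a purine oxidase, rose by 1.51 in total homogenate (standard error 0.268, adjusted p = 0.0185), where it missed the threshold without mouse 20 (adjusted p = 0.0543), 35 or 36. Of the 12 genes 5 were interferon-stimulated, from 37 measured in all 3 preparations (adjusted p = 1.01e-08, one-sided Fisher's exact test), and 2 were glucocorticoid-responsive, from 21 (adjusted p = 0.00397). The homogenate calls limit this set: in fits without 1 mouse Tap1 and Sult1a1 stayed called there in 7 of 17, Slfn2 in 6, Ddit4 in 4 and Hspa1a in 2. The shared count was 3 without mouse 20, 35 or 36, 5 without 19 or 22, 6 without 03, 08 or 26, and 7 without 23, 25 or 37. DESeq2 with its defaults gave 49 shared genes, and without the 4 mice numbered under 10, a fit chosen after the data were seen, the homogenate had 7 calls and 0 genes were shared by all 3 preparations.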

Enrichment analysis demonstrated that overlapping changes in astrocytes, microglia, and total homogenate were consistently involved in type I interferon signaling (Fig. 2D). 

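Type I interferon-stimulated genes rose in all 3 preparations of CIE mice. Of 41 measured in microglia 24 were higher and none was lower at an adjusted p under 0.05 from edgeR (34 when adjusted over the list alone), with a median log2 fold change of 0.74. In astrocytes 18 of 44 were higher (34 over the list alone, median 0.515) and in total homogenate 7 of 39 (30 over the list alone, median 0.703). In microglia Oasl2, an antiviral protein, rose from 12.8 ± 3.78 CPM (SD, n = 8) to 36.2 ± 10.5 (SD, n = 9), a log2 fold change of 1.45 (standard error 0.194, adjusted p = 0.000852). Xaf1 rose by 0.73 in astrocytes (standard error 0.0943, adjusted p = 0.000827), with no overlap between the 2 groups of mice. The list passed camera in every preparation, and with an estimated correlation it held in microglia (adjusted p = 0.00975) and total homogenate (adjusted p = 0.0381) and not in astrocytes (adjusted p = 0.0911). The mean log2 level of the list rose by 0.547 in astrocytes (p = 0.000494), 0.729 in microglia (p = 4.11e-05, the smallest that the 24310 splits allow) and 0.583 in total homogenate (p = 0.000411) in two-sided exact permutation tests. It was above the control median in 9 of 9 CIE mice in each preparation. Within each range of mouse numbers it was higher in CIE mice as well, by 0.54 to 0.558 in astrocytes, 0.702 to 0.77 in microglia and 0.526 to 0.721 in total homogenate. MHC class I antigen presentation genes followed: 9 of 17 were higher in astrocytes (13 when adjusted over the list alone), 4 of 17 in microglia (11) and 1 of 18 in total homogenate (12), with an adjusted p = 0.204, 0.194 and 0.0841 with an estimated correlation. From the enrichment of the overlapping genes the paper states that type I interferon signaling is common to the preparations.

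**Figure D1:**
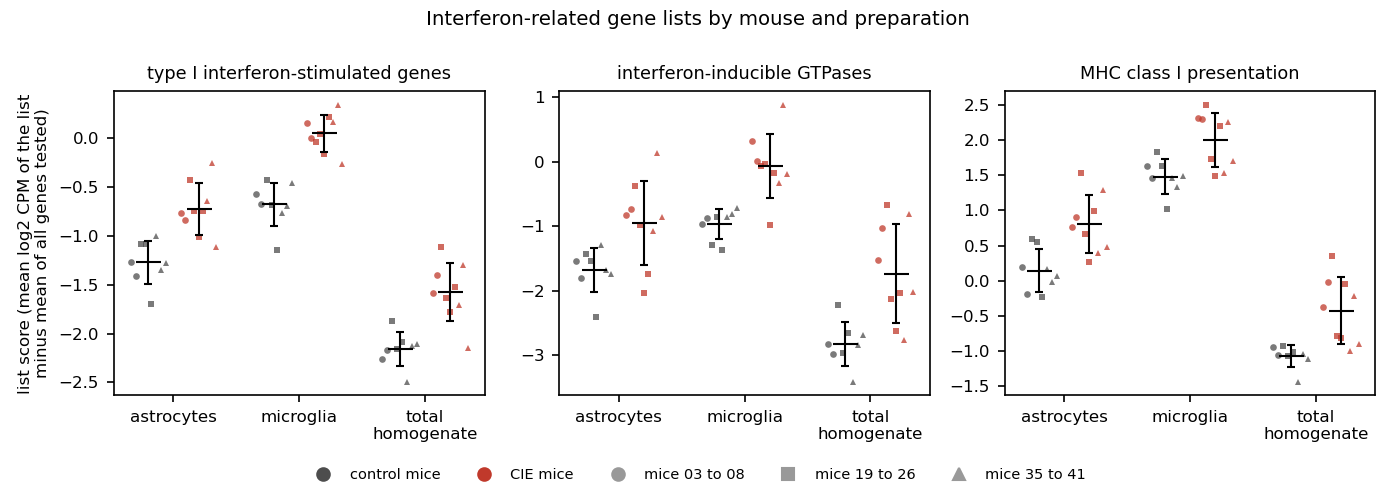
Mean log2 CPM of the type I interferon-stimulated genes, the interferon-inducible GTPases and the MHC class I genes in each library, minus the mean of all genes tested, for control and CIE mice of the 3 preparations. Points are mice, marker shapes give the range of mouse numbers, and black bars give the mean and SD; every CIE mouse lies above the control median for the interferon-stimulated genes.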

Interferons are produced following activation of toll-like receptors (TLRs), which are pattern-recognition receptors that regulate the initiation of innate immune signaling cascades in brain^54^. 

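Irgm1, Ifit3 and Irf7 rose in astrocytes, microglia and total homogenate of CIE mice. Irgm1, an interferon-inducible GTPase on chromosome 11 of mm10 from 48865245 to 48871420, rose from 19.7 ± 3.51 CPM (SD, n = 8) to 42.2 ± 16 (SD, n = 9) in astrocytes, a log2 fold change of 1.11 (standard error 0.193, adjusted p = 0.00451 from edgeR), by 0.88 in microglia (standard error 0.173) and with an adjusted p = 0.0111 in total homogenate. Ifit3, on chromosome 19 from 34583119 to 34588982, rose by 1.01 (standard error 0.18), 1.12 (standard error 0.212) and 0.83 (standard error 0.145) in the same order. The regulator Irf7, on chromosome 7 from 141263183 to 141266499, rose by 1.07 (standard error 0.214), 1.20 (standard error 0.218) and 1.06 (standard error 0.195). The guanylate-binding proteins Gbp2 and Gbp4 rose in microglia, by 1.36 (standard error 0.291) and 1.65 (standard error 0.365), and missed the threshold in astrocytes (adjusted p = 0.0763 and 0.053) and total homogenate (adjusted p = 0.109 and 0.067). Gbp6 rose by 1.28 in astrocytes (standard error 0.315), where it missed the threshold without mouse 22 (adjusted p = 0.0544), and Ifi204 by 1.65 in astrocytes (standard error 0.401), where it missed it without mouse 36 (adjusted p = 0.0535), and by 1.79 in microglia (standard error 0.314). Ifit3b rose by 0.66 in astrocytes (standard error 0.151) and had 0.81 in total homogenate (standard error 0.177, adjusted p = 0.0661). Cebpb had log2 fold changes of 0.59, 0.36 and 0.38, with adjusted p = 0.111, 0.159 and 0.432. Of the interferon genes that the study names, which it chose on these samples and which are not independent evidence, 8 of 11 were called in astrocytes, 8 of 9 in microglia and 3 of 10 in total homogenate. Ifit3b and Gbp6 in microglia and Ifi204 in total homogenate had too few counts for the expression filter, at 49 and 117 total counts in control and CIE mice for Ifit3b, 48 and 159 for Gbp6 and 40 and 145 for Ifi204. Irf7 in total homogenate missed the threshold in 5 of 17 fits without 1 mouse (03, 20, 22, 35 and 36, highest adjusted p = 0.0601), and DESeq2 with its prior on fold changes called Gbp2, Gbp4, Gbp6 and Ifit3b in total homogenate.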

Among the interferon-related genes up-regulated in all three preparations following CIE exposure were *Ifi204* (involved in interferon production), *Irgm1*, *Ifit3*, *Ifit3b*, *Gbp2*, *Gbp4*, *Gbp6* (induced by interferon signaling), *Irf7* (interferon regulatory factor), *Stat1*, *Cebpb*, and *Cebpd* (activated by interferon signaling) (Fig. 2E). It is well established that alcohol activates immune gene expression in brain^12,55,56^, and neuroimmune molecules modulate drinking behavior^24,57–60^. 

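The 3 preparations differed in the cells they held. Of 28 neuron markers, all were lower in the astrocyte and in the microglia preparation than in total homogenate, with median log2 fold changes of -6.48 and -5.65. Snap25, a protein of the synaptic release machinery, had 1597 ± 508 CPM (scaled over all preparations together, SD, n = 17) in total homogenate, 27.9 ± 23.4 in astrocytes and 46.7 ± 48.3 in microglia. Oligodendrocyte markers were higher than in total homogenate for 20 of 20 genes in the astrocyte preparation (median 3.89) and 18 of 20 in the microglia preparation (median 1.82), as were endothelial markers for 20 and 19 of 20 (medians 1.82 and 1.29), so the bead fractions held RNA of other cell types. The homogenate also held glial RNA, with Csf1r, the growth factor receptor of microglia, at 220 ± 43.2 CPM there and 8312 ± 1440 in microglia. Interferon-inducible GTPases rose in all preparations: in astrocytes 7 of 16 were higher (13 when adjusted over the list alone), in microglia 6 of 12 (12) and in total homogenate 2 of 15 (15), with an adjusted p = 0.224, 0.0841 and 0.0698 with an estimated correlation. Igtp rose by 1.41 in astrocytes (standard error 0.295, adjusted p = 0.011 from edgeR) and by 1.58 in total homogenate (standard error 0.3, adjusted p = 0.0272), where the call held in 10 of 17 fits without 1 mouse. Counts of the homogenate do not assign a transcript to neurons or to glia. The paper proposes a response across astrocytes, microglia and possibly neurons, and reasons from the neuronal share of the genes expressed in the homogenate.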

Our data suggest that CIE exposure initiates neuroinflammatory response involving type I interferon signaling that is generalized across astrocytes, microglia, and possibly neurons, as a major fraction of the genes expressed in the total homogenate are neuronal.

**Figure 2:**
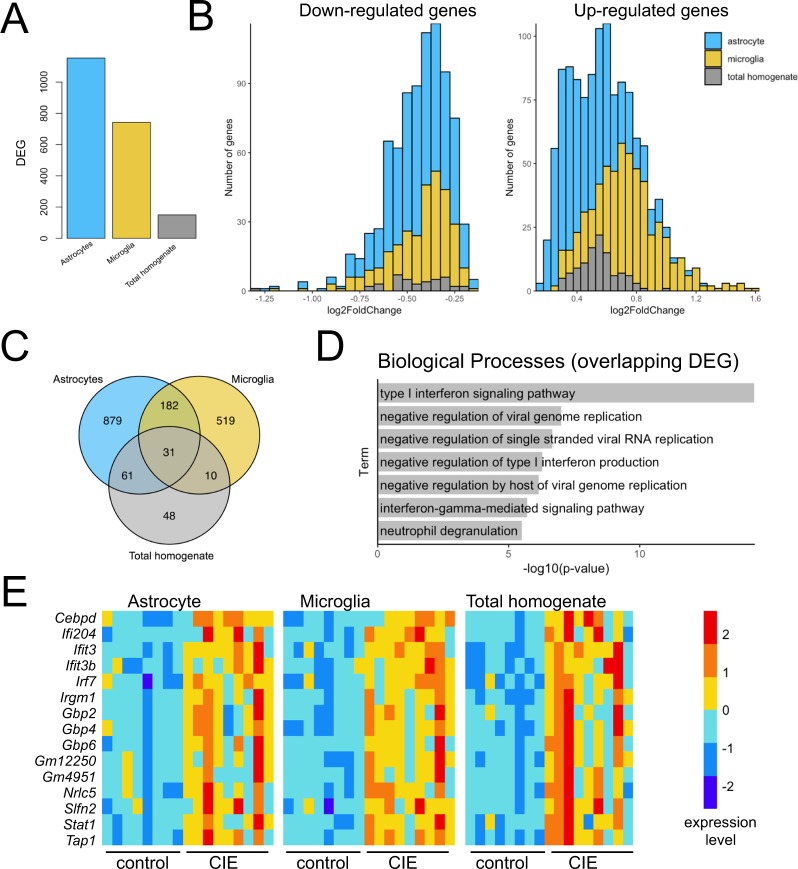
Differential expression comparison by cell type. (**A**) Number of CIE-induced differentially expressed genes (DEG) (p_adj_ < 0.05) identified in astrocytes, microglia, and total homogenate. (**B**) Histograms plotting magnitude of fold changes for up- and down-regulated DEG identified in each tissue type. (**C**) Overlap of DEG between astrocytes, microglia, and total homogenate. (**D**) Biological process enrichment results of overlapping DEG across all cell types. (**E**) Heat maps displaying expression levels of interferon-related DEG across control and CIE-treated samples for astrocytes, microglia, and total homogenate. Color indicates expression level (regularized log transformed gene counts).

### Glial gene networks associated with CIE: Overlapping changes between cell types

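The astrocyte network held 13531 genes with no count of 0 in any of the 17 libraries and the microglia network 11407. In astrocytes 30 modules with 8791 genes were found, and in microglia 27 modules with 7674 genes. Several modules followed cell types or organelles: astrocyte module 17 held 50 of 56 cytosolic ribosomal protein genes, astrocyte module 4 held 41 of 48 subunits of the respiratory chain, and astrocyte module 3 held 25 of 30 homeostatic microglia genes. Microglia module 1 held 20 of 20 oligodendrocyte markers and microglia module 5 held 20 of 20 endothelial markers. Each adjusted p of these enrichments, from one-sided Fisher's exact tests, was at most 2.67e-21. The modules were built from log2 normalized counts with the settings of the paper (signed Pearson network, power 17, at least 100 genes per module), as leaf branches of the tree, since the dynamic tree cut was not run here.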

Using WGCNA to identify networks of co-regulated genes, we detected 23 gene modules in astrocytes and 19 in microglia. We next investigated the relationship between module eigengene expression and specific traits, treatment group and BAC (Supplementary Table 2). Of the 23 astrocyte modules, nine correlated with BAC, three were associated with CIE treatment, and two were associated with both CIE and BAC. 

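In astrocytes of CIE mice 3 of 30 module eigengenes differed from control: 1 was higher and 2 were lower. At a minimum module size of 50 the count was 14 of 59, with 8 higher and 6 lower, so the number and the balance of directions depend on this setting. The higher module, with 838 genes, held 14 of 23 glucocorticoid-responsive genes (adjusted p = 6.38e-10, one-sided Fisher's exact test), and its eigengene was above the control median in 9 of 9 CIE mice. It differed by 0.364 from control (0.171 ± 0.212, SD, n = 9, against -0.193 ± 0.105, n = 8, adjusted p = 0.00247 from an exact permutation test). Within the ranges of mouse numbers the difference was 0.14, 0.57 and 0.249. Fkbp5, a co-chaperone of the glucocorticoid receptor, rose by 2.04 (standard error 0.422, adjusted p = 0.0104 from edgeR) and Sgk1, a kinase induced by glucocorticoids, by 1.25 (standard error 0.257, adjusted p = 0.0102) in astrocytes. Correlations with blood alcohol concentration were not analysed here.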

In microglia, four modules were associated with CIE and two modules correlated with both CIE and BAC (Fig. 3A). 

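In microglia 5 of 27 module eigengenes differed between CIE and control mice, 2 higher and 3 lower. The higher modules were module 8, with 24 of 40 type I interferon-stimulated genes, 13 of 14 interferon-inducible GTPases and 12 of 17 MHC class I genes among its 304 genes, and module 10, with 10 of 11 neutrophil markers among its 290. The eigengene of module 8 was 0.209 ± 0.0967 (SD, n = 9) in CIE and -0.236 ± 0.111 (n = 8) in control mice, a difference of 0.445 (adjusted p = 0.000555, exact permutation test). That of module 10 differed by 0.292 (adjusted p = 0.0135, exact permutation test), with 0.0807, 0.257 and 0.478 within the ranges of mouse numbers under 10, 19 to 26 and 35 to 41, and mouse 41 stood highest at 0.742. Of the lower modules, module 17 with 150 genes held 6 of 30 heat shock proteins and chaperones and differed by -0.342 (adjusted p = 0.0135, exact permutation test). Each p is two-sided, from all 24310 splits of the mice, and adjusted over the modules.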

We also determined the overlap of genes between modules associated with CIE treatment in different cell types. Significant overlap was observed between a subset of treatment-associated modules (Fig. 3B). For example, AS1 shared several genes with microglia modules, notably MG2. 

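The module of Mfge8 and Tril in astrocytes, module 9, shared 15 genes with the module of Trem2 and Sparc in microglia, module 15. This was more than the 2.94 expected over 11228 genes in both networks (odds ratio 5.89, adjusted p = 3.49e-06, one-sided Fisher's exact test). Both were lower in CIE mice. Modules 2 and 8, which were higher in CIE astrocytes and microglia, shared 36 genes against 18.2 expected (adjusted p = 0.000494, one-sided Fisher's exact test). Among the 15 pairs of treatment-associated modules no other overlap passed the adjustment, the next being astrocyte module 2 with the neutrophil module 10 of microglia at 22 genes against 14.6 (adjusted p = 0.178). In all, 112 genes lay in treatment-associated modules of both networks, 29 in lower modules of both and 58 in higher modules of both. The overlaps depended on the network setting. At a minimum module size of 50, 4 overlaps passed, the strongest with 48 genes against 0.899 expected (adjusted p = 3.76e-74, one-sided Fisher's exact test). With a mean count of at least 20, 2 passed, the strongest with 19 genes against 1.91 (adjusted p = 5.92e-13, same test).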

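Heat shock proteins and glucocorticoid-responsive genes were over-represented among the genes of treatment-associated modules in both astrocytes and microglia. Of 30 heat shock proteins and chaperones in both networks 6 were among the 112 shared genes, all 6 of them among the genes of modules lower in CIE mice (0.0775 expected there, adjusted p = 3.11e-09, one-sided Fisher's exact test). Of 22 glucocorticoid-responsive genes 6 were shared, all in modules higher in CIE mice (0.114 expected, adjusted p = 3.26e-08). Glycolysis and hypoxia-responsive genes gave 2 of 23 among the shared lower genes (adjusted p = 0.0252). The list of estrogen signaling genes was not among the lists tested.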

Genes common to both astrocyte and microglia CIE-associated modules were enriched for stress response processes involving protein folding and estrogen signaling (Fig. 3C). These results were driven by overlapping differentially expressed heat shock factor (HSF)-induced genes (*Hsp90ab1*, *Hspa1a*, and *Hspd1*), which can initiate protective responses to stress. This indicates that alcohol may induce common stress responses in different cell types. Indeed, HSF-induced genes have been implicated in alcohol-mediated gene expression changes in both neurons and astrocytes^61,62^. 

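Heat shock genes fell in astrocytes and microglia of CIE mice. Of 29 heat shock proteins and cytosolic chaperones measured in astrocytes 10 were lower and none was higher at an adjusted p under 0.05 from edgeR (18 lower and 1 higher when adjusted over the list alone), and of 30 in microglia 12 were lower (19 over the list alone), with median log2 fold changes of -0.292 and -0.431. Hspa1a, the inducible heat shock protein 70, fell from 547 ± 202 CPM (SD, n = 8) to 239 ± 102 (SD, n = 9) in astrocytes, a log2 fold change of -1.19 (standard error 0.258, adjusted p = 0.0123), and from 1619 ± 569 to 673 ± 332 in microglia, a log2 fold change of -1.27 (standard error 0.292, adjusted p = 0.0206). Hsp90ab1, the constitutive heat shock protein 90, fell by 0.51 (standard error 0.109, adjusted p = 0.0121) and 0.52 (standard error 0.124, adjusted p = 0.0249), and the mitochondrial chaperonin Hspd1 by 0.28 (standard error 0.0794, adjusted p = 0.0449) and 0.64 (standard error 0.14, adjusted p = 0.0157). Hsph1, a partner of heat shock protein 70, fell by 1.44 in microglia (standard error 0.215, adjusted p = 0.00223). In total homogenate Hspa1a fell by 0.49 (standard error 0.0958, adjusted p = 0.0301), a call held in 2 of 17 fits without 1 mouse, while Hsp90ab1 had a log2 fold change of -0.08 (adjusted p = 0.931) and Hspd1 of -0.10 (adjusted p = 0.898). Hspa1a stood 4.77 higher in astrocytes and 6.58 higher in microglia than in total homogenate on the log2 scale. The immediate early gene Fos stood 4.71 and 6.71 higher there. These 3 heat shock genes were named by the study and are not independent evidence. The Hspd1 call in astrocytes held in 6 of 17 fits without 1 mouse (adjusted p = 0.0901 without mouse 26) and the Hsp90ab1 call in microglia in 11 of 17 (adjusted p = 0.058 without mouse 20).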

Estrogen signaling, which is regulated by heat shock proteins, has neuroprotective and anti-inflammatory functions dependent on receptor expression in astrocytes^63,64^. Estrogen signaling also regulates microglial activation^65^. Our findings indicate that glia respond to chronic alcohol with alterations in common stress pathways coordinately expressed within cell type-specific networks. Conversely, some astrocyte modules showed little to no overlap with treatment-associated microglial modules, suggesting alcohol-induced changes in unique sets of genes depending on cell type.

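The mean log2 level of the heat shock proteins and chaperones fell by 0.361 in astrocytes (adjusted p = 0.00395) and by 0.529 in microglia (adjusted p = 0.00395) of CIE mice, by two-sided exact permutation tests adjusted over 96 list scores. It was below the control median in 9 of 9 CIE mice of both cell types, and in total homogenate the difference was -0.146 (adjusted p = 0.347). Within the ranges of mouse numbers it was -0.352, -0.471 and -0.233 in astrocytes and -0.406, -0.589 and -0.533 in microglia. Glucocorticoid-responsive genes rose: 10 of 23 were higher in astrocytes (14 when adjusted over the list alone) and 8 of 22 in microglia (11), with an adjusted p = 0.194 and 0.0911 with an estimated correlation for these. Camera called the heat shock list lower in both cell types, and with an estimated correlation the call held in microglia (adjusted p = 0.0381) and not in astrocytes (adjusted p = 0.0841). The paper proposes, from the genes shared by the networks, that glia respond to alcohol through common stress pathways.

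**Figure D2:**
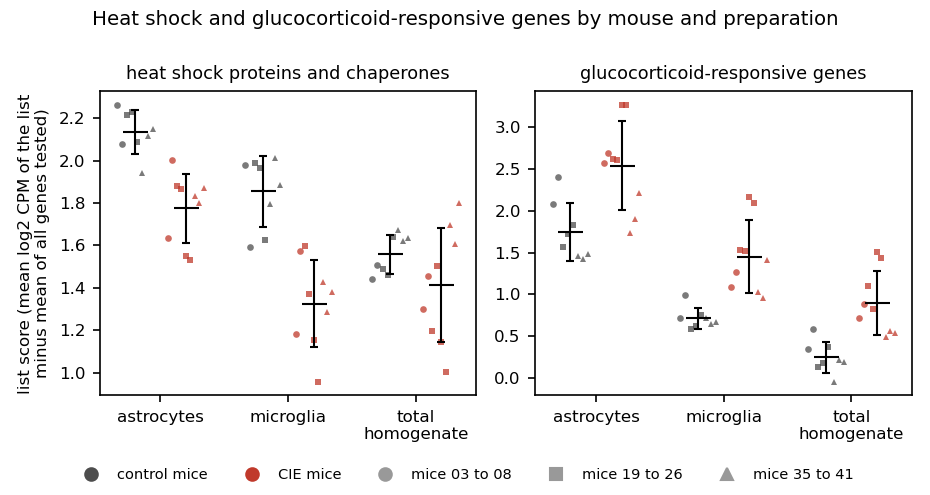
Mean log2 CPM of the heat shock proteins and of the glucocorticoid-responsive genes in each library, for control and CIE mice. Points are mice, marker shapes give the range of mouse numbers, and black bars give the mean and SD; all 9 CIE mice lie below the control median of the heat shock score in astrocytes and in microglia.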

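The astrocyte module of Caskin1 and Sema4a, module 20, shared 6 genes with the neutrophil module 10 of microglia (2.75 expected, adjusted p = 0.215, one-sided Fisher's exact test), 3 with module 17 (1.65 expected), 2 with the module of Cyfip1 (2.42 expected), 1 with the module of Trem2 (1.84 expected) and none with the interferon module (3.42 expected). None of these overlaps passed the adjustment, out of 129 genes of the module that lay in both networks. Caskin1, Nlgn2 and Bcan lay in microglia module 2 of the other network, which held 18 of 19 neuron markers and 19 of 27 mature astrocyte genes and was not associated with CIE. Sema4a lay in microglia module 10, and its response to CIE differed between microglia and astrocytes by 1.37 on the log2 scale (standard error 0.259, adjusted p = 0.00665 from edgeR).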

**Figure 3:**
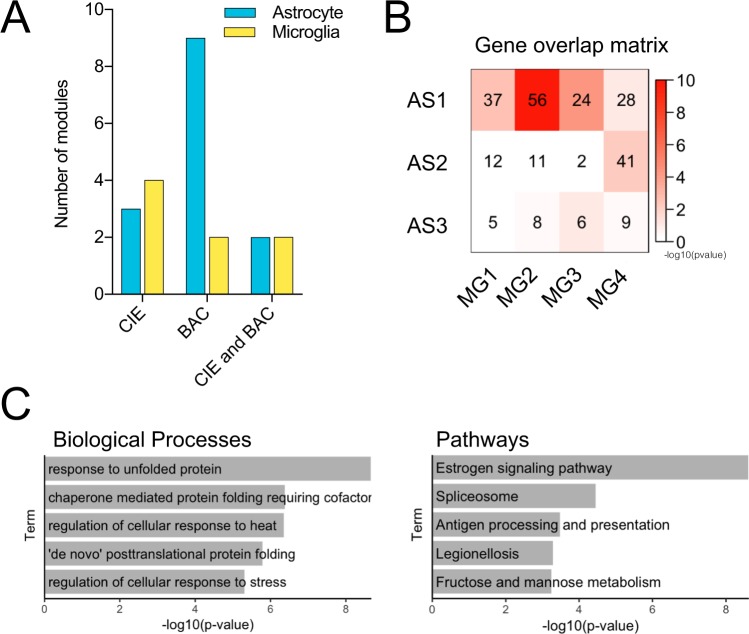
Weighted gene co-expression network analysis: similarities between astrocyte and microglia trait-associated modules. (**A**) Number of modules found in astrocyte or microglia gene networks that significantly correlated with CIE treatment, BAC, or both. (**B**) Gene overlap matrix demonstrating the number of genes that overlapped between each pair of CIE treatment-associated modules in astrocytes (AS1-3) and microglia (MG1-4). Significance of overlap (−log10[p-value]) as measured by a Fisher’s exact test is indicated by color. (**C**) Biological process and pathway enrichment analysis for overlapping genes identified in CIE-associated modules in both cell types.

### Astrocyte gene networks associated with CIE

Enrichment analysis of CIE-associated gene networks indicate a variety of astrocyte signaling pathways may be perturbed in the PFC of alcohol-dependent mice. We focused on two CIE-associated astrocyte modules (AS1 and AS3) for further discussion due to their statistical significance and overall biological relevance for astrocyte function.

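Mfge8 and Tril fell into module 9 of astrocytes, with 295 genes, whose eigengene was lower in 9 of 9 CIE mice than the control median. It was -0.155 ± 0.241 (SD, n = 9) in CIE and 0.174 ± 0.105 (n = 8) in control mice, a difference of -0.329 (adjusted p = 0.0313, two-sided exact permutation test over 30 modules). Within the ranges of mouse numbers the difference was -0.22, -0.518 and -0.137. The module held 7 of 30 heat shock proteins and chaperones (adjusted p = 0.000154, one-sided Fisher's exact test), 6 of 25 glycolysis and hypoxia-responsive genes (adjusted p = 0.000612) and 5 of 33 Notch signaling genes (adjusted p = 0.0243). Of the other genes the paper places in AS1, Grm5 and Chrna7, none lay in a module here.

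**Figure D3:**
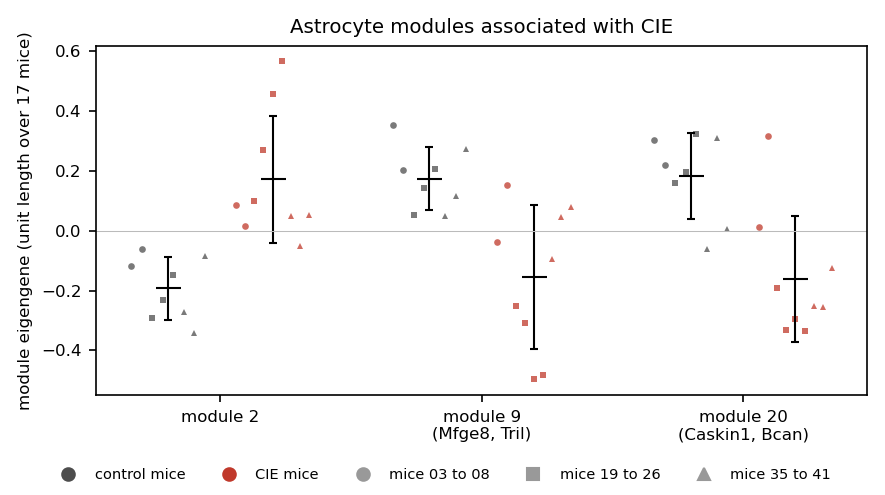
Module eigengenes of the treatment-associated astrocyte modules in each mouse, for control and CIE mice. Points are mice, marker shapes give the range of mouse numbers, and black bars give the mean and SD; all 9 CIE mice lie below the control median in the module of Mfge8 and Tril.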

AS1 (994 genes) was negatively associated with CIE and BAC (Fig. 4A). Functional enrichment analysis revealed processes related to nervous system development, including “Negative regulation of neurogenesis”, and developmental pathways such as Notch and Wnt signaling (Fig. 4B). 

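Notch genes fell in astrocytes of CIE mice: of 33 measured, 7 were lower and 1 was higher at an adjusted p under 0.05 from edgeR (9 lower and 3 higher when adjusted over the list alone). Hes5, a transcriptional repressor and the classical Notch target, on chromosome 4 of mm10 from 154960626 to 154962372, fell from 49.6 ± 16.2 CPM (SD, n = 8) to 7.59 ± 7.22 (SD, n = 9), a log2 fold change of -2.88 (standard error 0.353, adjusted p = 0.000827). The ligand Dll1 fell by 1.30 (standard error 0.192, adjusted p = 0.0019), the feedback regulator Nrarp by 0.85 (standard error 0.138, adjusted p = 0.00365) and the target Hey1 by 0.73 (standard error 0.157, adjusted p = 0.012). All 4 were below the control median in 9 of 9 CIE mice, and all 4 stayed called in each of 17 fits without 1 mouse. Of 36 Wnt signaling genes 2 were higher and 2 were lower (3 and 7 when adjusted over the list alone): the receptor Fzd1 rose by 0.81 (standard error 0.189) and the ligand Wnt5a by 0.86 (standard error 0.163), while the receptors Fzd2 and Fzd8 fell by 0.80 (standard error 0.152) and 0.49 (standard error 0.125). Fzd8 missed the threshold without mouse 26. Camera called both lists lower, with an adjusted p = 0.0841 for Notch and 0.204 for Wnt with an estimated correlation. The mean level of the Notch list fell by 0.247 (adjusted p = 0.00395, exact permutation test), with -0.0962, -0.327 and -0.243 within the ranges of mouse numbers. Markers of oligodendrocyte precursors differed by -0.769 in the same libraries (exact permutation p = 0.0316, adjusted p = 0.105), with 7 of 9 CIE mice below the control median and -0.146 among mice numbered under 10.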

Notch- and Wnt- related genes have been previously shown to be altered by chronic alcohol exposure^15,66^ and to regulate alcohol-induced synaptic remodeling^67^. Recent studies suggest they may be important for controlling mature astrocyte function and plasticity^68,69^. Changes in Notch or Wnt signaling may signify altered astrocyte identity, as both pathways have both been implicated in astrocyte reactivity^70–72^, a general phenomenon indicating broad changes in molecular phenotype and function, occurring in response to injury or disease^73^. Neuroinflammation is often a key driver of astrocyte reactivity. Indeed, we identified highly connected hub genes within AS1 involved in inflammation, including *Mfge8* and *Tril* (Fig. 4C). 

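Mfge8, which encodes a secreted bridge between dying cells and phagocytes, fell from 1498 ± 224 CPM (SD, n = 8) to 918 ± 281 (SD, n = 9) in astrocytes of CIE mice. This is a log2 fold change of -0.71 (standard error 0.163, adjusted p = 0.018 from edgeR), called in each of 17 fits without 1 mouse. Tril, an accessory protein of TLR4, was at 689 ± 91.4 in control and 482 ± 147 in CIE astrocytes, a log2 fold change of -0.52 (standard error 0.158, adjusted p = 0.0612). Tril was below the control median in 9 of 9 CIE mice and passed the threshold without mouse 08, 40 or 41 (lowest adjusted p = 0.028) and with the mouse range as a covariate (adjusted p = 0.00619). Mfge8 ranked 3 and Tril 12 of 295 genes by correlation with the module eigengene (0.978 and 0.964), which is the measure of connection used here. Mfge8 lies on chromosome 7 of mm10 from 79133768 to 79149060 and Tril on chromosome 6 from 53815468 to 53820825.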

*Mfge8* encodes milk fat globule-EGF factor 8, a secreted protein that may mark specific astrocyte subpopulations or reactivity states in the cortex^74^. While *Mfge8* regulates apoptosis, inflammation, and phagocytosis^75–77^, current knowledge of its role in astrocyte function is scarce. Previously found to be down-regulated in human alcoholic frontal cortex^78^, *Mfge8* may be a novel astrocytic target for alcohol use disorders. Another highly connected hub gene, *Tril* (TLR4 interactor with leucine-rich repeats), is an astrocyte-enriched gene that facilitates TLR-regulated immune activation specifically in brain^79,80^. A strong link exists between alcohol exposure and neuroinflammation mediated through TLR activation^12,81,82^, and many components of TLR signaling cascades have been interrogated genetically for their role in alcohol-related behavioral phenotypes^55^. *Tril* has not yet been explored in this manner, but our results suggest it may be another important alcohol-responsive neuroimmune gene in astrocytes. Overall, results from the AS1 module suggest a relationship between classical neurodevelopmental signaling pathways and neuroimmune dysfunction in astrocytes isolated from CIE-exposed mice.

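Genes of the reactive astrocyte list rose in CIE astrocytes while Notch and hypoxia-responsive genes fell. The score of that list rose by 0.497 in astrocytes and by 0.45 in microglia (adjusted p = 0.00395 and 0.00856, exact permutation tests). In the astrocyte libraries the activated microglia score was higher as well (0.581, adjusted p = 0.0154). That of border macrophages and monocytes differed by 0.557 (adjusted p = 0.145). The rise thus cannot be assigned to astrocytes alone. Of 28 reactive astrocyte genes 7 were higher and none was lower from edgeR (13 when adjusted over the list alone), with an adjusted p = 0.0698 with an estimated correlation. Among them the MHC class I gene H2-T23 rose by 1.21 (standard error 0.202, adjusted p = 0.00417) and H2-D1 by 0.91 (standard error 0.221, adjusted p = 0.0225), a call that ended without mouse 22 or 36. Of 25 glycolysis and hypoxia-responsive genes 5 were lower (6 when adjusted over the list alone), among them the growth factor Vegfa, with 407 ± 80.9 CPM (SD, n = 8) in control and 180 ± 85.1 (SD, n = 9) in CIE mice (log2 fold change -1.19, standard error 0.226, adjusted p = 0.00705), and the phosphofructokinase genes Pfkp (-0.60, standard error 0.108) and Pfkl (-0.51, standard error 0.0899). That list had an adjusted p = 0.204 with an estimated correlation. Of 32 proinflammatory cytokines and NF-kB targets 1 was higher and 1 was lower. The paper proposes, from the module's developmental pathways and its hub genes, that developmental signaling and neuroimmune dysfunction are linked in astrocytes.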

**Figure 4:**
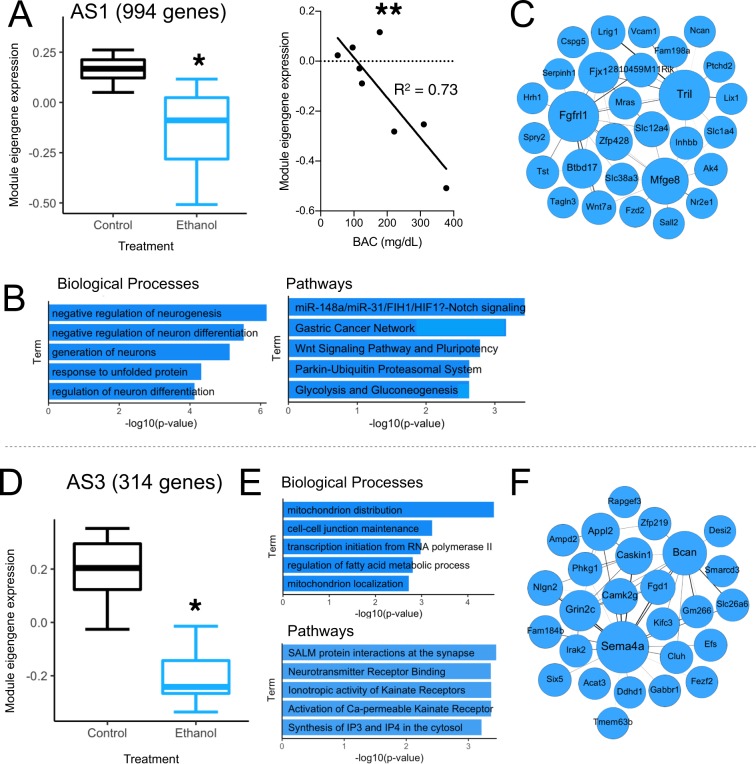
Astrocyte-specific gene networks regulated by CIE treatment. (**A**–**C**) Pertain to AS1 and (**D**–**F**) pertain to AS3. (**A**,**D**) Module eigengene expression of both modules was down-regulated with CIE treatment. Module eigengene expression of AS1 was significantly correlated with blood alcohol concentration (BAC) (Pearson correlation). (**B**,**E**) Biological process and pathway enrichment analysis of genes within astrocyte modules. (**C**,**F**) Top 50 gene correlations within astrocyte modules. Circle size corresponds to number of connections while line thickness corresponds to connection strength (correlation between gene expression level). **p-value < 0.01, *p-value < 0.05.

AS3 (314 genes) was also negatively associated with CIE treatment (Fig. 4D), but not significantly correlated with BAC. 

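Module 20 of the astrocyte network, with 162 genes, held all 6 genes that the paper names for AS3: Caskin1, Sema4a, Bcan, Nlgn2, Grin2c and Gabbr1. Its eigengene was -0.162 ± 0.21 (SD, n = 9) in CIE and 0.182 ± 0.144 (n = 8) in control mice. The difference of -0.344 had an adjusted p = 0.0313 in a two-sided exact permutation test, with 8 of 9 CIE mice below the control median. It was -0.098 among mice numbered under 10, -0.515 among mice 19 to 26 and -0.295 among mice 35 to 41.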

AS3 was functionally enriched with gene categories such as “Protein interactions at the synapse”, “Neurotransmitter receptor binding”, and “Synthesis of IP3 and IP4 in the cytosol” (Fig. 4E). These categories include genes related to astrocyte-neuronal communication, specifically synaptic GPCR signaling leading to intracellular Ca^2+^ elevations. 

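In astrocytes of CIE mice 4 of 32 synaptic adhesion and scaffold genes were lower and none was higher at an adjusted p under 0.05 from edgeR (9 lower and 2 higher when adjusted over the list alone). Of 39 neurotransmitter receptors and calcium signaling genes 3 were lower and 2 higher (8 and 2 over the list alone). Gabbr2, the partner of Gabbr1 in the GABA-B receptor, fell from 82.4 ± 11.4 CPM (SD, n = 8) to 59.6 ± 12.1 (SD, n = 9), a log2 fold change of -0.47 (standard error 0.123, adjusted p = 0.0336), a call that ended without mouse 22, 26 or 36. Stim1, the calcium sensor of the endoplasmic reticulum, rose by 0.37 (standard error 0.0993, adjusted p = 0.0347) and was called in 7 of 17 fits without 1 mouse. Module 20 held 5 of 32 synaptic adhesion genes (adjusted p = 0.00156, one-sided Fisher's exact test) and 4 of 39 receptor and calcium genes (adjusted p = 0.0403). Camera called both lists lower, with an adjusted p = 0.289 for the synaptic list and 0.597 for the receptor list with an estimated correlation. The mean level of the synaptic list fell by 0.195 (adjusted p = 0.0374, exact permutation test) and differed by 0.0128, -0.211 and -0.283 within the ranges of mouse numbers, so the fall was absent among the 4 mice numbered under 10. Neuron markers in these libraries differed by 0.146, 0.0149 and -0.983 within the same ranges, and oligodendrocyte precursor markers by -0.587 among mice 19 to 26 and -1.35 among mice 35 to 41.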

Ca^2+^ signaling mediates a plethora of astrocyte functions, including release of gliotransmitters like ATP, glutamate, and D-serine, all of which can modulate neuronal activity^83^. In primary astrocyte cultures, alcohol interferes with astrocyte Ca^2+^ responses to specific stimuli^84^, and our findings suggest chronic alcohol exposure may also impair astrocyte Ca^2+^ signaling *in vivo*, potentially compromising glial-neuronal interactions in mouse PFC. Mitochondrion distribution, one of the top significantly enriched biological processes found here, is implicated in the regulation of Ca^2+^ responses at perisynaptic processes^85^. Hub genes in AS3 included genes coding for membrane-bound receptors often found at synapses (*Sema4a*, *Grin2c*, and *Gabbr1*), as well as structural components of synapses (*Bcan*, *Caskin1*, *Nlgn2*) (Fig. 4F). Several of these genes have been implicated in astrocyte responses to neurotransmitters and Ca^2+^ elevations. For example, expression of *Sema4a* is altered in astrocytes in response to inflammatory mediators that disrupt astrocyte Ca^2+^ signaling^86^. 

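Sema4a, Grin2c, Caskin1 and Nlgn2 fell in astrocytes of CIE mice. Sema4a, a membrane-bound semaphorin, fell from 116 ± 14.3 CPM (SD, n = 8) to 77.3 ± 21.5 (SD, n = 9), a log2 fold change of -0.60 (standard error 0.132, adjusted p = 0.0142 from edgeR). Grin2c, an NMDA receptor subunit, fell from 573 ± 125 to 343 ± 127, a log2 fold change of -0.74 (standard error 0.183, adjusted p = 0.024). The synaptic scaffold Caskin1 fell by 0.57 (standard error 0.137, adjusted p = 0.0224) and the adhesion protein Nlgn2 by 0.41 (standard error 0.101, adjusted p = 0.0229). Bcan, a proteoglycan of the extracellular matrix, had a log2 fold change of -0.39 (standard error 0.121, adjusted p = 0.0619) and Gabbr1 of -0.26 (standard error 0.0797, adjusted p = 0.0582). Each of the 6 was below the control median in 8 of 9 CIE mice. They ranked 1 (Caskin1), 3 (Sema4a), 5 (Bcan), 8 (Nlgn2), 11 (Grin2c) and 68 (Gabbr1) among the genes of module 20 by correlation with its eigengene. The study chose these genes on the same samples, so they are not independent evidence of the direction. Without mouse 22 the adjusted p was 0.0573 for Grin2c, 0.0509 for Caskin1 and 0.0544 for Nlgn2, and Grin2c also missed the threshold without mouse 36. Bcan passed without mouse 08 or 35 (lowest adjusted p = 0.00557) and Gabbr1 without mouse 03, 08 or 35 (lowest adjusted p = 0.0176), and DESeq2 called both (adjusted p = 0.0189 for Bcan), as did the fit with the mouse range as a covariate (adjusted p = 0.0164 and 0.0447), which called all 6 genes lower.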

*Grin2c* encodes a subunit of the NMDA receptor known to elicit Ca^2+^ elevations in astrocytes and influence neuron-to-glia signaling^87,88^. *Gabbr1* encodes a GABA_B_ receptor expressed on astrocytes that promotes Ca^2+^-induced release of gliotransmitters^89–91^. Interestingly, the GABA_B_ receptor ligand baclofen has been suggested as a treatment for AUD, but its molecular mechanism is not completely understood^92^. GPCR agonists (*e*.*g*. baclofen) intended to target neuronal signaling may affect astrocyte function in unknown ways, because astrocytes express many of the same receptors as neurons, but may signal though unique mechanisms to produce distinct functional consequences^93–96^. Overall, AS3 enrichment results indicate dysfunction in synaptic signaling involving astrocyte GPCR activation and subsequent Ca^2+^ signaling. Together, these astrocyte-specific networks highlight the potential importance of neuroimmune genes and neurotransmitter receptors in astrocytes that have not been explored in alcohol-dependent brain, providing a framework for future targeted studies.

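Among mature astrocyte genes outside module 20, the GABA transporter Slc6a11 fell by 0.61 on the log2 scale (standard error 0.15, adjusted p = 0.0241 from edgeR), a call that ended without mouse 22 or 26, and the transcription factor Sox9 by 0.39 (standard error 0.0889, adjusted p = 0.0173). The gap junction gene Gjb6 rose from 276 ± 47.3 CPM (SD, n = 8) to 437 ± 98.4 (SD, n = 9), a log2 fold change of 0.66 (standard error 0.132, adjusted p = 0.00891). Of 30 mature astrocyte genes 1 was higher and 2 were lower (1 and 4 when adjusted over the list alone). The paper proposes, from the enriched categories of AS3, a dysfunction of synaptic signaling through astrocyte GPCRs and calcium.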

### Microglial gene networks associated with CIE

Two microglia modules (MG1 and MG2) were significantly correlated with both CIE treatment and BAC. We examined these in more detail given their relevance for microglial function.

MG1 (352 genes) was negatively correlated with CIE treatment and BAC (Fig. 5A). This network was enriched with genes related to transforming growth factor beta receptor (TGF-βR) signaling (Fig. 5B), including *Tgfbrap1*, *Smad3*, *Smad5*, and *Itgb5*. 

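Cyfip1, P2ry12, Cx3cr1, Smad3, Smad5 and Tgfbrap1, which the paper places in MG1, fell into microglia module 12, with 215 genes, while Itgb5 lay in no module. The eigengene was lower in 9 of 9 CIE mice than the control median, at -0.169 ± 0.219 (SD, n = 9) against 0.19 ± 0.0999 (n = 8). The difference of -0.359 had an adjusted p = 0.00407 in a two-sided exact permutation test and was -0.126, -0.575 and -0.237 within the ranges of mouse numbers. Module 12 held 7 of 30 homeostatic microglia genes (adjusted p = 5.49e-05, one-sided Fisher's exact test). Its relation to blood alcohol concentration was not analysed here.

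**Figure D4:**
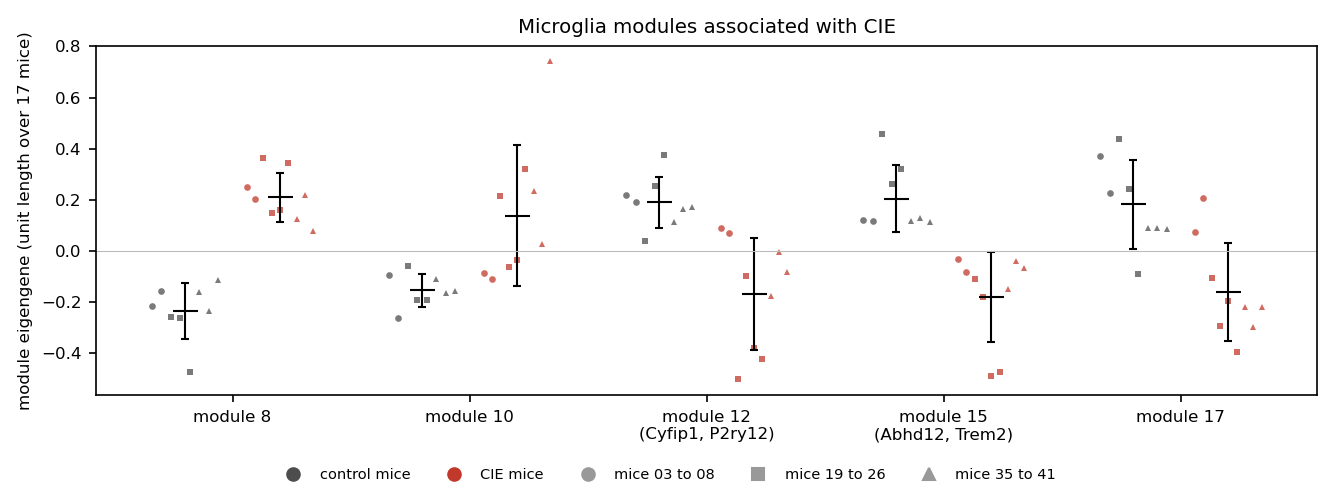
Module eigengenes of the treatment-associated microglia modules in each mouse, for control and CIE mice. Points are mice, marker shapes give the range of mouse numbers, and black bars give the mean and SD; the interferon module 8 is higher and the modules of Cyfip1 and of Trem2 are lower in all 9 CIE mice than the control median.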

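None of Tgfbrap1, Smad3, Smad5 and Itgb5 passed the threshold in microglia, and all 4 had negative log2 fold changes. Tgfbrap1, which binds TGF-β receptors, was at 162 ± 15.6 CPM (SD, n = 8) in control and 127 ± 20.5 (SD, n = 9) in CIE microglia, a log2 fold change of -0.34 (standard error 0.101, adjusted p = 0.0653 from edgeR). The signal transducer Smad3 had -0.34 (standard error 0.132, adjusted p = 0.172), Smad5 -0.17 (standard error 0.141, adjusted p = 0.63) and the integrin Itgb5 -0.23 (standard error 0.107, adjusted p = 0.279). Of 29 TGF-β and SMAD signaling genes 2 were lower and none was higher (4 lower when adjusted over the list alone): the ligand Tgfb1, by 0.35 (standard error 0.0936, adjusted p = 0.0451), and the receptor Acvr1, by 0.39 (standard error 0.0951, adjusted p = 0.0286). Without mouse 26 Tgfb1 had an adjusted p = 0.0932, and it stayed called in 2 of 17 fits without 1 mouse, while Acvr1 stayed called in 10 (adjusted p = 0.0691 without mouse 20). Camera called the list lower, and with an estimated correlation the adjusted p = 0.372. Tgfbrap1 passed without mouse 06, 08 or 22 (lowest adjusted p = 0.0232) and with the mouse range as a covariate (adjusted p = 0.0216), where Smad3 had an adjusted p = 0.0543, and DESeq2 called Tgfbrap1 alone of the 4 (adjusted p = 0.0141).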

TGF-β1 is a crucial modulator of microglia homeostasis^97,98^. TGF-β1 modulates gene expression through activation of *Smad3*, is induced by an inflammatory event and exerts neuroprotective effects, ultimately working to limit the spread of neuroinflammation^99,100^. 

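P2ry12, the purinergic receptor that guides microglial processes to sites of injury, was at 1796 ± 334 CPM (SD, n = 8) in control and 1284 ± 287 (SD, n = 9) in CIE microglia, a log2 fold change of -0.48 (standard error 0.145, adjusted p = 0.0704 from edgeR). It was below the control median in 9 of 9 CIE mice and passed the threshold without mouse 06 (adjusted p = 0.0446) and with the mouse range as a covariate (P2ry12 adjusted p = 0.0392), and DESeq2 called P2ry12 (adjusted p = 0.0232). Cx3cr1, scaled like P2ry12 within the microglia libraries alone, was at 4048 ± 707 in control and 3371 ± 547 in CIE microglia, a log2 fold change of -0.26 (standard error 0.126, adjusted p = 0.29). By correlation with the eigengene of module 12, P2ry12 ranked 22 and Cx3cr1 24 of 215 genes (0.916 and 0.913). P2ry12 lies on chromosome 3 of mm10 from 59216271 to 59262985 and Cx3cr1 on chromosome 9 from 120048683 to 120068296.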

Other microglia-specific genes known to be involved in TGF-β signaling or homeostatic maintenance were highly connected within MG1 (e.g., *Cx3cr1* and *P2ry12*) (Fig. 5C). *Cx3cr1* encodes CX3C chemokine receptor 1, which is activated by the neuronal chemokine fractalkine^101,102^. Fractalkine signaling is important in many normal microglial functions, such as regulation of synaptic plasticity and brain connectivity, migration, and constant immune surveillance^103^. Mice lacking microglial *Cx3cr1* show decreased TGF-β1 signaling and impaired functional recovery following brain injury^104^. The gene for P2RY12 (purinergic receptor P2Y, G-protein coupled, 12) was also highly connected within MG1. P2RY12 is a marker of mature microglia, helps direct the migration of motile cell processes towards sites of injury or inflammation within the CNS^105^, and may promote a neuroprotective microglial phenotype^106,107^. Another hub gene, *Cyfip1*, which encodes cytoplasmic FMRP interacting protein 1, is less well characterized regarding microglial function. However, variants of this gene have been linked to a variety of developmental brain disorders^108^, and recent work suggests haploinsufficiency of *Cyfip1* disrupts neurogenesis via a microglia-specific mechanism^109^. 

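Cyfip1, a regulator of actin assembly and translation, ranked 1 of the 215 genes of module 12 by correlation with its eigengene (0.977). It was at 880 ± 119 CPM (SD, n = 8) in control and 642 ± 162 (SD, n = 9) in CIE microglia. The log2 fold change was -0.46 (standard error 0.141, adjusted p = 0.0812 from edgeR), with 8 of 9 CIE mice below the control median. It passed the threshold without mouse 06 or 08 (lowest adjusted p = 0.0348) and with the mouse range as a covariate (Cyfip1 adjusted p = 0.0274), and DESeq2 called Cyfip1 (adjusted p = 0.0344). The gene lies on chromosome 7 of mm10 from 55842022 to 55932633.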

The negative correlation of MG1 gene expression with CIE and BAC suggests that CIE exposure produces dysregulation of key genes and pathways relevant for microglia homeostasis and immune surveillance.

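Of 30 homeostatic microglia genes 4 were lower in CIE microglia and none was higher at an adjusted p under 0.05 from edgeR (11 lower when adjusted over the list alone), with a median log2 fold change of -0.222. Fcrls, an Fc receptor-like gene of resident microglia, fell by 1.06 (standard error 0.213, adjusted p = 0.00864), and the lysophosphatidylserine receptor Gpr34 fell from 645 ± 114 CPM (SD, n = 8) to 412 ± 97.8 (SD, n = 9), a log2 fold change of -0.64 (standard error 0.146, adjusted p = 0.0195). Both were called in each of 17 fits without 1 mouse. The mean level of the list fell by 0.33 (adjusted p = 0.0225, two-sided exact permutation test), with 8 of 9 CIE mice below the control median. Within the ranges of mouse numbers the difference was -0.0953, -0.588 and -0.171. Camera called the list lower, with an adjusted p = 0.224 with an estimated correlation. The mean level of the neutrophil markers, whose RNA shares these libraries, rose by 1.56 in the same comparison (adjusted p = 0.0352, exact permutation test). The paper proposes from the negative correlation of MG1 with treatment that microglial homeostasis and immune surveillance are dysregulated.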

**Figure 5:**
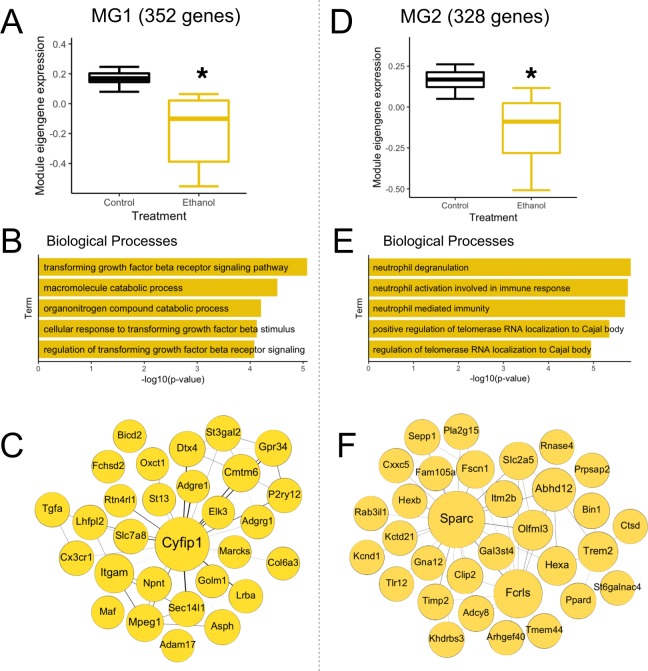
Microglia-specific gene networks regulated by CIE treatment. (**A**) Module eigengene expression of MG1 was significantly down-regulated in CIE-treated microglia. (**B**) Biological process enrichment analysis of MG1 genes. (**C**) Top 50 gene correlations within MG1. Circle size corresponds to number of connections while line thickness corresponds to connection strength (correlation between gene expression level). (**D**) Module eigengene expression of MG2 was significantly down-regulated in CIE-treated microglia. (**E**) Biological process enrichment analysis of MG2 genes. (**F**) Top 50 gene correlations within MG2. *p-value < 0.05.

MG2 (328 genes) was negatively correlated with CIE and BAC and was enriched with genes related to neutrophil degranulation (Fig. 5E). 

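Trem2, Sparc, Abhd12, Ctsf and Slc29a1 all fell into microglia module 15, with 162 genes. Its eigengene was -0.181 ± 0.178 (SD, n = 9) in CIE and 0.204 ± 0.13 (n = 8) in control mice, a difference of -0.386 (adjusted p = 0.000555, two-sided exact permutation test), and was -0.176, -0.661 and -0.205 within the ranges of mouse numbers. The module held 10 of 30 heat shock proteins and chaperones (adjusted p = 4.67e-10, one-sided Fisher's exact test), 9 of 30 homeostatic microglia genes (adjusted p = 1.5e-08) and 6 of 32 lysosomal enzymes (adjusted p = 0.000205). Of 32 lysosomal enzymes 4 were lower in CIE microglia from edgeR (8 when adjusted over the list alone), with an adjusted p = 0.204 with an estimated correlation. Hexa, a lysosomal hexosaminidase, fell from 583 ± 66.9 CPM (SD, n = 8) to 413 ± 76.1 (SD, n = 9), a log2 fold change of -0.50 (standard error 0.117, adjusted p = 0.0236), and missed the threshold without mouse 24 (adjusted p = 0.0505) or 25. Cathepsin D (Ctsd) fell by 0.44 (standard error 0.116, adjusted p = 0.0387) and was called in 4 of 17 fits without 1 mouse. The markers of neutrophil cells lay in the higher module 10, and none of them was in module 15. The paper's neutrophil degranulation category was not among the lists tested, so this does not bear on its enrichment.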

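Trem2, a lipid receptor of microglia, fell from 549 ± 101 CPM (SD, n = 8) in control to 376 ± 56.5 (SD, n = 9) in CIE microglia. This is a log2 fold change of -0.55 (standard error 0.118, adjusted p = 0.0139 from edgeR), and no CIE mouse overlapped with a control mouse. Sparc, a matrix-binding glycoprotein, fell from 2440 ± 335 to 1618 ± 354, a log2 fold change of -0.59 (standard error 0.138, adjusted p = 0.0217), again with no overlap. Its response in microglia differed from that in total homogenate by -0.89 and from that in astrocytes by -0.78 on the log2 scale. Abhd12, a lipid hydrolase, was at 662 ± 43.8 in control and 543 ± 68.4 in CIE microglia, with no overlap and a log2 fold change of -0.29 (standard error 0.0916, adjusted p = 0.0891). By correlation with the eigengene of module 15 Abhd12 ranked 1, Trem2 3 and Sparc 7 of 162 genes. Trem2 and Sparc were called in each of 17 fits without 1 mouse and Abhd12 in none of them, while DESeq2 called Abhd12 (adjusted p = 0.0167). Trem2 lies on chromosome 17 of mm10 from 48346401 to 48352276.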

Highly connected genes in this module included *Trem2*, *Sparc*, and *Abhd12*, all of which have established roles in microglial function (Fig. 5F). Polymorphisms in *TREM2* are associated with increased risk of Alzheimer’s disease in humans^110^ and its expression is involved in microglial function and survival in mouse models^111,112^. In addition, *Trem2* expression is negatively associated with predisposition for alcohol consumption in mice^113^. *Sparc* regulates distribution and branching of microglia as well as activation and recovery following injury^114^, and also controls synapse formation and elimination^115^. *Abhd12* encodes an enzyme that regulates hydrolysis of the lipid transmitter 2-arachidonoyl glycerol, as well as the metabolism of other immunomodulatory signaling lipids^116^. Disruption of *Abhd12* activity could lead to the accumulation of proinflammatory lipids that promote abnormal microglial function^117^. 

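Activated microglia genes moved both ways in CIE microglia: of 25 measured, 5 were higher and 3 were lower from edgeR (9 and 5 when adjusted over the list alone). The pattern receptor Clec7a rose by 0.78 (standard error 0.188, adjusted p = 0.0255), a call that ended without mouse 26, 36 or 41, and the protease inhibitor Timp2 fell by 0.51 (standard error 0.101, adjusted p = 0.00779). Of 31 proinflammatory cytokines and NF-kB targets 2 were higher and none was lower. Of the 5 genes that the paper names for MG2, 3 were lower (5 when adjusted over the list alone), a list chosen on these samples that is not independent evidence. From the association of the module's genes with treatment and blood alcohol the paper proposes an impaired inflammatory response of microglia.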

Overall, the association of these genes with CIE treatment and BAC suggests an impaired microglial inflammatory response following exposure to chronic alcohol. The majority of hub genes in the top microglial networks associated with CIE have not been studied in relation to alcohol-induced neuroinflammation or alcohol behaviors, and these genes provide novel microglial targets for understanding cell type-specific responses in AUD.

### CIE-associated glial gene networks contain genes relevant to alcohol-related behaviors

We compared astrocyte and microglia gene modules significantly associated with CIE treatment and BAC with genes previously shown to influence alcohol behaviors in mice^118^. Several genes within these alcohol-responsive modules have been linked to changes in alcohol consumption or alcohol-sensitive behaviors. For example, AS1 contained the metabotropic glutamate receptor *Grm5*, which regulates alcohol preference and other related behaviors^119^. 

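Grm5, the metabotropic glutamate receptor 5, had 7.28 ± 3.1 CPM (SD, n = 8) in control and 4.24 ± 1.63 (SD, n = 9) in CIE astrocytes. The log2 fold change was -0.83 (standard error 0.254, adjusted p = 0.0611 from edgeR), with 8 of 9 CIE mice below the control median. It passed the threshold without mouse 05, 08 or 20 (lowest adjusted p = 0.0202) and with the mouse range as a covariate (adjusted p = 0.0426). The gene lies on chromosome 7 of mm10 from 87583981 to 88135063.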

AS1 also contained *Chrna7*, a nicotinic acetylcholine receptor subunit expressed in astrocytes^120^ shown to modulate alcohol consumption^121^. In addition, the astrocyte glutamate transporter gene *Slc1a3* was a hub gene in a module that was negatively correlated with BAC. 

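Chrna7, the alpha 7 subunit of the nicotinic acetylcholine receptor, had 4.73 ± 1.6 CPM (SD, n = 8) in control and 2.95 ± 1.38 (SD, n = 9) in CIE astrocytes. The log2 fold change was -0.75 (standard error 0.259, adjusted p = 0.0978 from edgeR), and the adjusted p was 0.0459 without mouse 08 and 0.0529 with the mouse range as a covariate.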

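Slc1a3, the glutamate transporter GLAST, was at 2733 ± 471 CPM (SD, n = 8) in control and 2270 ± 427 (SD, n = 9) in CIE astrocytes, a log2 fold change of -0.27 (standard error 0.129, adjusted p = 0.238 from edgeR). It ranked 12 of 104 genes in astrocyte module 29, which held 6 of 30 mature astrocyte genes (adjusted p = 5.83e-06, one-sided Fisher's exact test) and was not associated with treatment. Slc1a2, the other main glutamate transporter, was at 6879 ± 1340 CPM (scaled over all preparations together, SD, n = 17) over all astrocyte libraries.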

Dysregulation of astrocyte glutamate uptake has been implicated in alcohol reward and withdrawal^19,21^, and *Slc1a3* knockout mice show reduced voluntary alcohol consumption^122^. MG2, a microglial network negatively associated with CIE treatment, includes the gene *Ctsf*, a.k.a. 

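Ctsf, a lysosomal cysteine protease, was at 173 ± 17.3 CPM (SD, n = 8) in control and 150 ± 15.5 (SD, n = 9) in CIE microglia. The log2 fold change was -0.21 (standard error 0.0856, adjusted p = 0.204 from edgeR), with 8 of 9 CIE mice below the control median. Within module 15 it ranked 101 of 162 genes by correlation with the eigengene.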

Cathepsin F, which regulates alcohol consumption and preference in mice^24^. This module also contains *Slc29a1*, which encodes an adenosine transporter also shown to regulate alcohol consumption^123^. 

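Slc29a1, the equilibrative nucleoside transporter 1, fell from 99.9 ± 9.07 CPM (SD, n = 8) to 80.8 ± 6.6 (SD, n = 9) in CIE microglia. The log2 fold change was -0.30 (standard error 0.0795, adjusted p = 0.039 from edgeR), with 9 of 9 CIE mice below the control median, and the call held in 5 of 17 fits without 1 mouse (adjusted p = 0.0894 without mouse 25). It ranked 120 of 162 genes in module 15.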

Through association with established genes known to be involved in alcohol behaviors, these newly identified gene networks and hub genes may significantly impact alcohol-related behaviors.

### Cell-specific transcriptome changes across alcohol exposure models

The CIE protocol described in the present study is routinely implemented to mimic the high BACs regularly achieved in humans, and results in physiological neuroadaptations that facilitate severe alcohol dependence^124,125^. Another commonly used animal model of alcohol abuse is a voluntary, chronic every-other-day drinking paradigm (EOD), which causes escalated alcohol consumption over time, but not severe alcohol dependence^126,127^. We have previously examined transcriptome responses in cortical astrocyte and microglia populations isolated from mice following the EOD procedure^33,34^. To determine the effects of different alcohol exposure procedures on perturbations in glial transcriptomes, we compared differentially expressed genes identified in the present study with our previous results, (using a nominal p-value cutoff of 0.05 for differential expression). We observed substantial variation in glial transcriptome responses. Compared to EOD, CIE treatment led to several hundred more differentially expressed genes in PFC astrocytes and microglia. Despite this difference, a significant number of the alcohol-responsive genes were observed in both alcohol paradigms. In astrocytes, there were 194 overlapping genes that were differentially expressed in the present CIE study and after EOD drinking (hypergeometric p = 3.74e-19)^33^. For differentially expressed microglia genes, there were 231 overlapping genes in the present study and after EOD drinking (hypergeometric p = 5.88e-46)^34^. Astrocyte genes that were differentially expressed in response to both EOD and CIE were enriched with synaptic vesicle signaling, amino acid transmembrane transporter activity, and mitochondrial distribution. Conserved microglia responses were enriched with immune-related genes, specifically TGF-β signaling. Thus, two different chronic alcohol exposures, using intermittent (EOD) voluntary drinking or intermittent passive exposure to alcohol vapor, elicited overlapping molecular changes in cortical glia. These overlapping changes could play a role in the transition from regulated to excessive drinking. While we did not measure alcohol drinking in these mice, when combined with free-choice drinking, repeated cycles of CIE vapor robustly contributes to escalation of alcohol consumption over time^35,126^. Importantly, CIE exposure itself is useful for modeling several aspects of alcohol dependence, including withdrawal, tolerance, learning and memory disturbances, altered stress signaling and reward function^36^. Alcohol-responsive genes identified only in glia from CIE-exposed mice may regulate these CIE-induced phenotypes. Further testing will be required to determine the roles that specific glial genes have in shaping neurobiology of AUD.

### Immunohistochemistry analysis of a gene differentially expressed in both glial cell types

A consistent finding across cell types was that CIE treatment led to increased expression of genes associated with neuroinflammation. For example, *Cebpd* was up-regulated in astrocytes, microglia, and the total homogenate from alcohol-dependent mice (Fig. 2D). 

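Cebpd, a transcription factor of acute inflammation on chromosome 16 of mm10 from 15887286 to 15889545, rose from 19.4 ± 3.96 CPM (SD, n = 8) to 32 ± 5.86 (SD, n = 9) in astrocytes of CIE mice, a log2 fold change of 0.73 (standard error 0.128, adjusted p = 0.00459 from edgeR). In microglia it rose from 36.5 ± 2.64 to 48.5 ± 7.62, a log2 fold change of 0.42 (standard error 0.1, adjusted p = 0.0249). In total homogenate it was at 4.07 ± 0.952 in control and 8.82 ± 4.49 in CIE mice, a log2 fold change of 1.10 (standard error 0.275, adjusted p = 0.108), with 9 of 9 CIE mice above the control median. The microglia call ended without mouse 20, 26, 39 or 41 (highest adjusted p = 0.0641), and the homogenate value passed without mouse 41 (adjusted p = 0.0453) and with the prior on fold changes of DESeq2 (adjusted p = 0.0141).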

*Cebpd* encodes a member of the CCAAT-enhancer binding protein (C/EBP) family of transcription factors, which regulate immune responses and other biological processes. *Cebpd* transcription can be induced by a variety of inflammatory signals^128^. CEBPD is highly expressed in activated glia and is known to regulate glial pro-inflammatory gene expression^129^, contribute to oxidative stress^130^, and the progression of neurodegenerative disease^131^. Because of its broad regulatory potential and the absence of previous studies investigating CEBPD in the alcohol-dependent brain, we studied its expression in the PFC of CIE-treated mice at the protein level.

Immunohistochemistry revealed CIE-treated mice had an increased number of CEBPD+ cells in the PFC (Fig. 6). This suggests more cells have the capacity for CEBPD signaling in alcohol-dependent brains, perhaps the result of an increasingly inflammatory microenvironment. This finding is consistent with the increased gene expression related to interferon signaling found across glia, and further supports the hypothesis that repeated exposure to high concentrations of alcohol induces a neuroinflammatory state^132^. In voluntarily drinking, non-dependent mice, increased expression of *Cebpd* was observed in isolated astrocytes, but not in microglia or total homogenate^33,34^. *Cebpd* expression in different cell types may thus depend on the alcohol exposure model and BAC. Considering the role for CEBPD in learning and memory^133,134^, it is of further interest to study its relevance in the behaviors associated with the transition to alcohol dependence.

**Figure 6:**
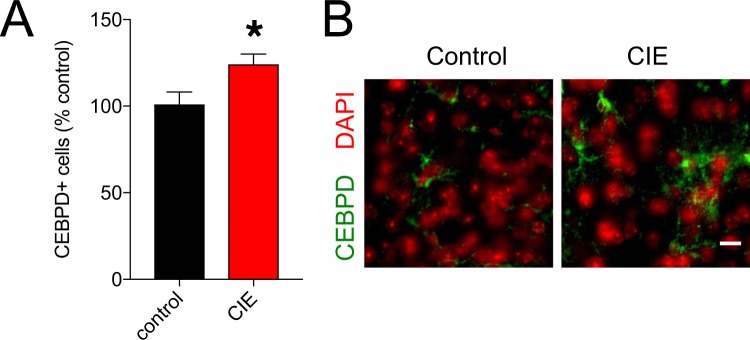
Immunostaining of CEBPD in PFC tissue from control or CIE-treated mice. (**A**) Quantification of CEBPD+ cells. (**B**) Representative images of CEBPD staining in PFC. Scale bar = 20 μm.

## Conclusions

The transcriptomes of astrocytes and microglia in the mouse PFC were strongly perturbed by a chronic alcohol exposure paradigm that induces alcohol dependence. 

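Tests of the difference between responses found 119 of 14379 genes that responded differently to CIE in microglia and total homogenate, 1 gene in astrocytes and total homogenate, and 76 in microglia and astrocytes (edgeR, adjusted p under 0.05). Sepp1, a selenoprotein, responded lower in microglia than in total homogenate, by -0.78 (standard error 0.137, adjusted p = 0.00185), and Hmox1, the heme-degrading enzyme, by -1.43 (standard error 0.289, adjusted p = 0.00581). Slc2a3, a glucose transporter, responded higher in microglia, by 1.55 (standard error 0.279, adjusted p = 0.00219). The gene that differed between astrocytes and total homogenate was Otof, by 2.12 (standard error 0.401, adjusted p = 0.0395). For that pair 717 of 14379 genes had an unadjusted p under 0.05, about the number that no difference would give. The numbers were 1577 for microglia and total homogenate and 1567 for microglia and astrocytes. With RLE scaling edgeR called no gene for astrocytes and total homogenate. DESeq2 called 236 genes for microglia and total homogenate, 5 for astrocytes and total homogenate and 182 for microglia and astrocytes. Sepp1, Hmox1, Slc2a3 and Otof were chosen after their values were seen. With mouse as a block the counts were 113, 1 and 85, of which 86, 1 and 58 were also called without the block, so part of the genes depends on the pairing by mouse. From genes that changed in a cell type and not in the homogenate, the paper reasons that using distinct cell populations is important to characterize the responses.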

Most of the cell type-specific changes in gene expression were not observed in total homogenate, which underscores the importance of using distinct cellular populations to characterize molecular responses to alcohol. Astrocytes and microglia exhibited mostly non-overlapping gene network responses to alcohol, which may reflect their distinct functions in maintaining central nervous system homeostasis. Altered gene networks in astrocytes suggested that there are important changes in astrocyte identity and synaptic Ca^2+^ signaling in alcohol-dependent mouse brain. In microglia, homeostatic functions mediated by TGF-β signaling, as well as genes involved in inflammatory response, were disrupted by CIE treatment. Several of the genes within these networks have been identified in previous alcohol-related studies, some of which were causally linked to changes in drinking behavior. Shared differentially expressed genes between astrocytes and microglia indicate that common cellular stress mechanisms are altered in glial cells in response to chronic alcohol. Across both glial cell types and the total homogenate, changes in a subset of genes consistent with neuroimmune activation were also observed. Immunohistochemistry results support the hypothesis of alcohol-induced neuroinflammation and pose interesting questions concerning the role of CEBPD signaling in alcohol dependence. Furthermore, comparison of our datasets with previously published cell-specific transcriptome profiles unveiled molecular similarities as well as disparities between different models of chronic alcohol exposure. Gene expression changes identified in response to both CIE and EOD drinking may underlie glial functions with widespread importance in alcohol-related pathology. We present a myriad of novel cell type-specific targets for alcohol dependence that would be difficult to detect using whole tissue analyses. The alcohol-associated glial gene networks presented here, along with their corresponding functional enrichment data, supply a new foundation for defining cellular mechanisms of AUD.

## Supplementary information

Supplementary Information

Table 1

Table 2

## Data Availability

Raw and processed sequencing data from this study have been deposited to the Gene Expression Omnibus under the Accession Number GSE128561.

# Supplementary material for: Glial gene networks associated with alcohol dependence
**Source:** Sci Rep. 2019 Jul 29;9:10949. doi: 10.1038/s41598-019-47454-4
**Supplement:** Supplementary file 1 — Supplementary Information

Glial gene networks associated with alcohol dependence

Emma K. Erickson^*^, Yuri A. Blednov, R. Adron Harris, R. Dayne Mayfield

**Supplementary Information**

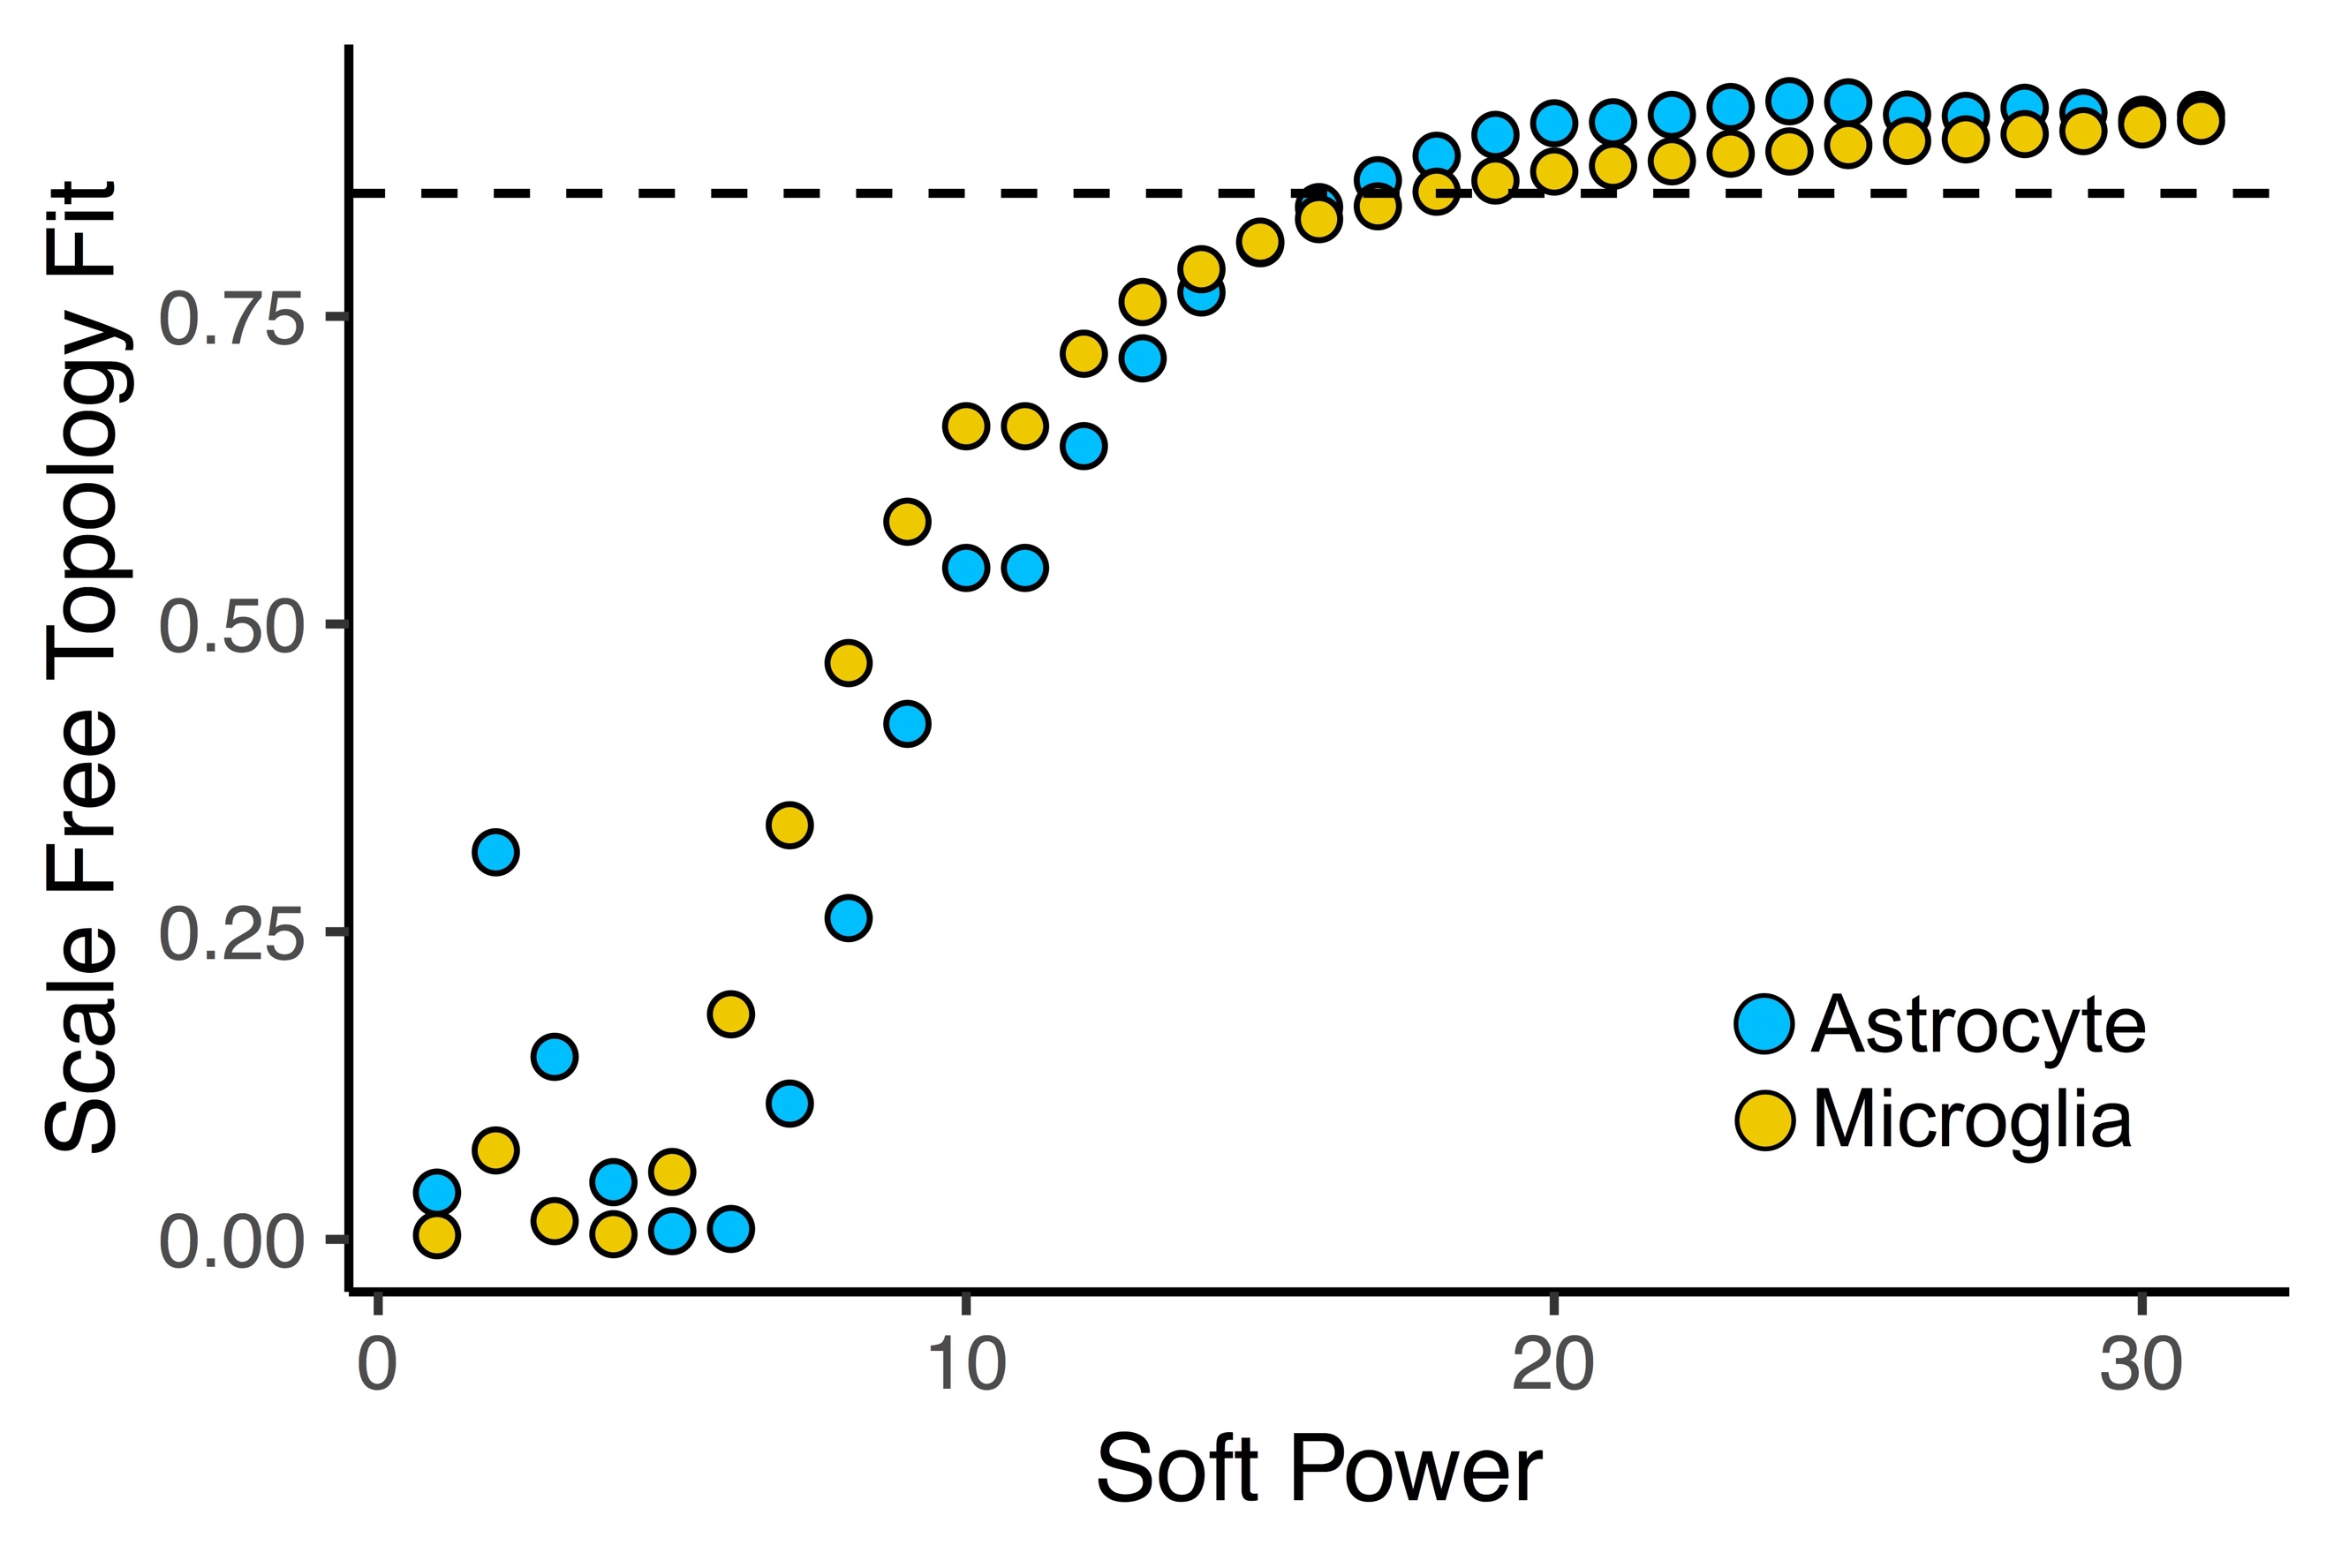

**Supplementary Figure S1**: Scale-free topology plots for astrocyte and microglia gene networks. We used the pickSoftThreshold function to test powers in between 1 and 30 and selected the power (β = 17) that satisfied the fit of scale free topology (indicated by black line at 0.85) in both astrocytes and microglia.

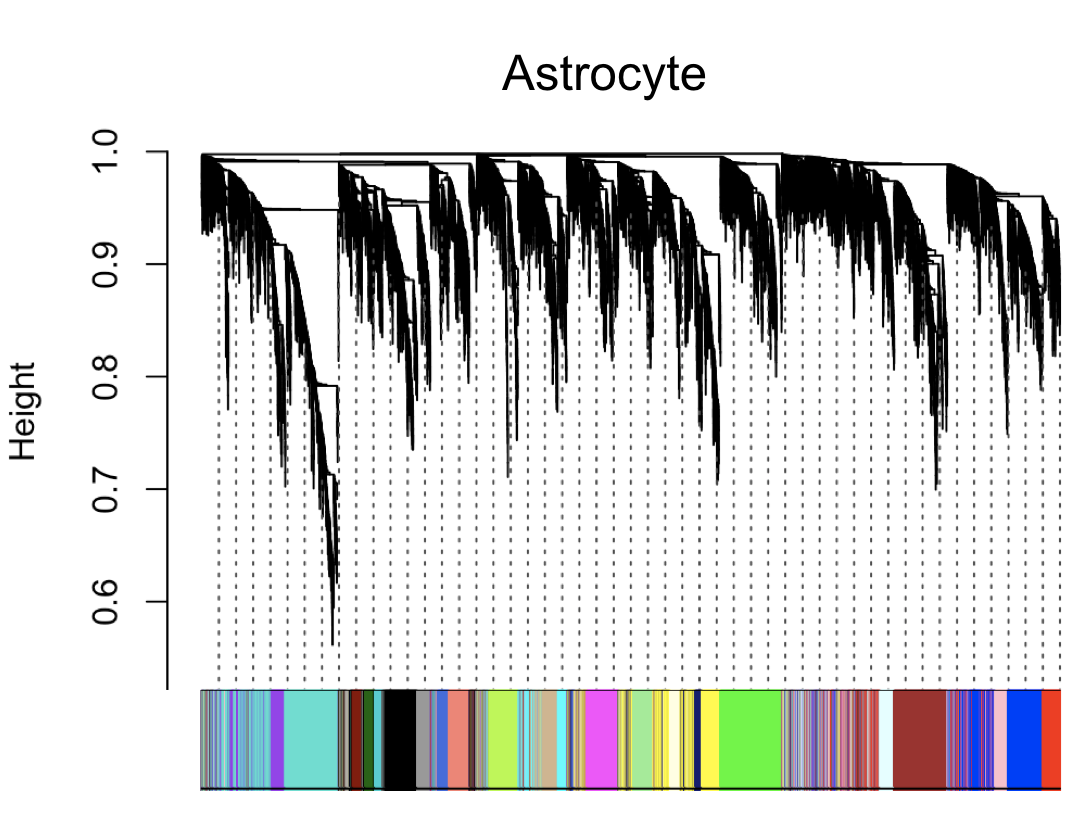

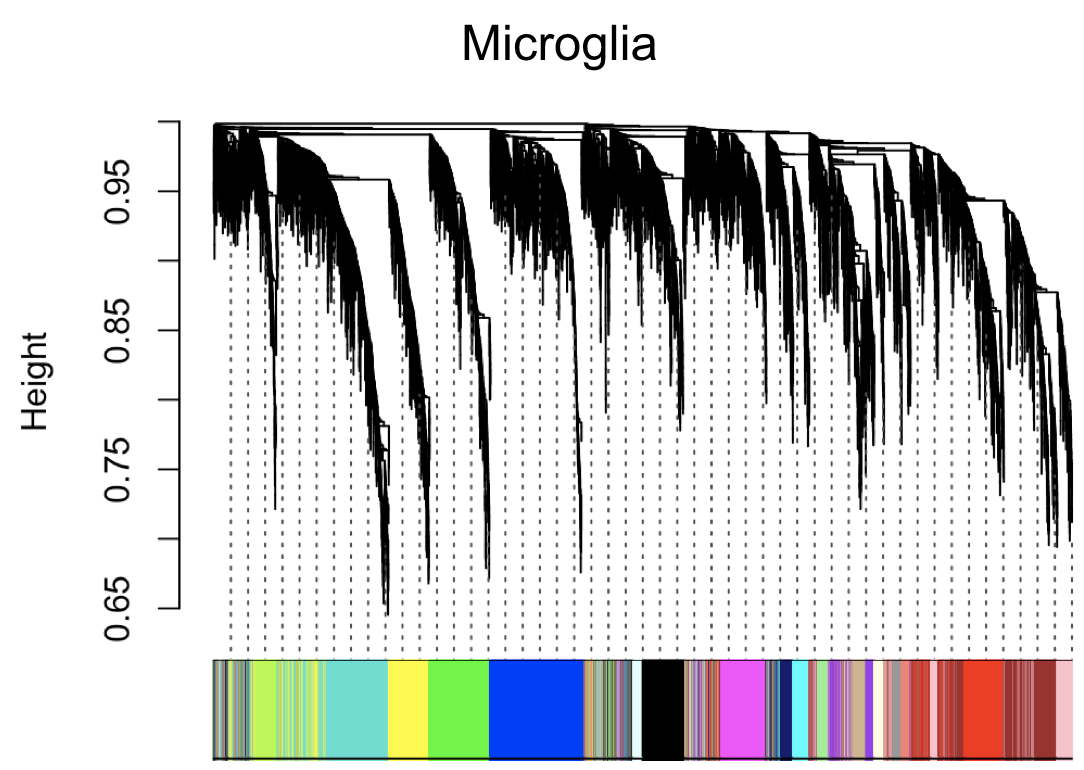

**Supplementary Figure S2**: Gene dendrograms for astrocyte and microglia networks. A dynamic tree-cutting method was used to define modules from branches of genes hierarchically clustered by connection strength.

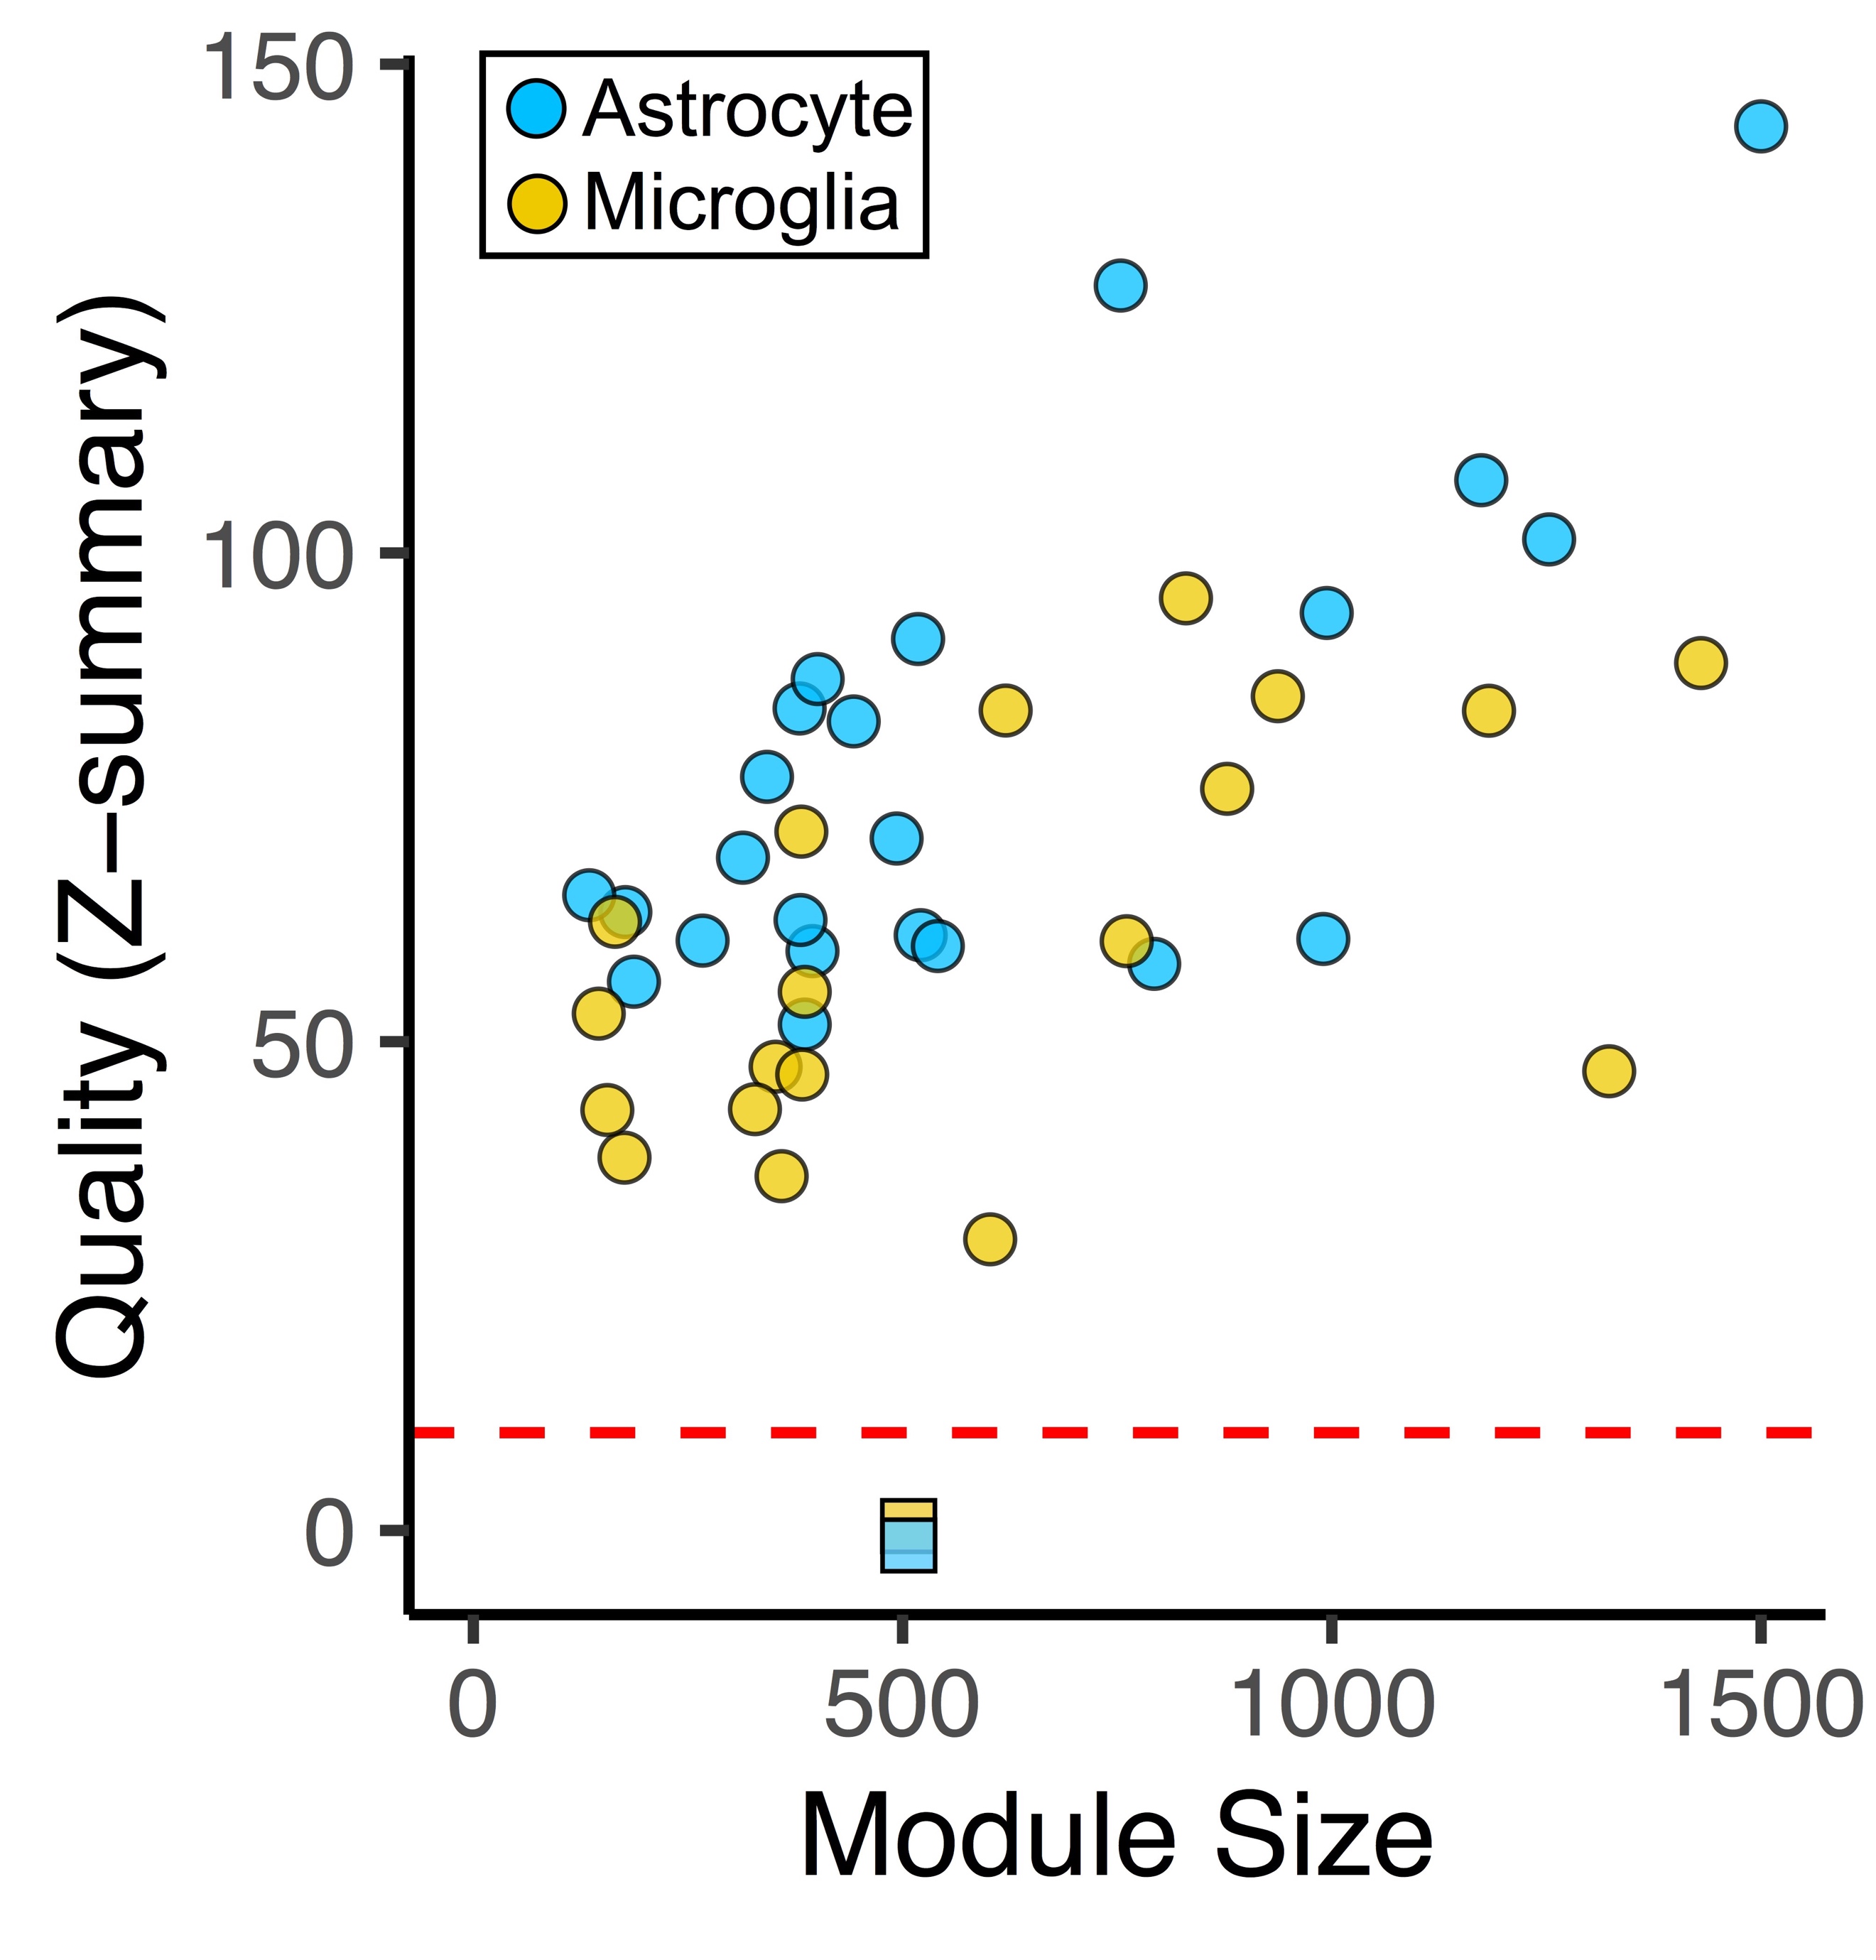

**Supplementary Figure S3**: Module quality assessment for astrocyte and microglia modules. The robustness of gene co-expression modules identified in astrocyte and microglia gene networks was determined using the modulePreservation function. We examined the reproducibility of module assignment in its original dataset by calculating module quality statistics across 100 permutations. The average bootstrapped Z-summary score (y-axis) for each module is shown in the above plot. Squares indicate modules formed by random samplings of network genes. Modules with Z-summary values above 10 are considered well-defined (significance threshold indicated by the red dashed line).

How the deposited data were processed for this re-analysis (not part of the article)

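RNA was measured in 51 libraries of 17 mice, 8 control and 9 CIE, as astrocytes, microglia and total homogenate of the prefrontal cortex of each mouse. According to the authors, the counts were made with bcl2fastq 2.17, Cutadapt 1.8, STAR 2.5.0a on mm10, Picard 1.141 to remove duplicates and HTSeq 0.6.1p1, and as deposited they are whole counts per gene symbol for 24421 genes with no normalization. The strand setting and the annotation release of the counting are not stated. The authors left out 4 microglia samples for low RNA and 3 samples as outliers, and these are not analysed here.

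Each preparation was fitted on its own with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood test of CIE against control, Benjamini-Hochberg adjustment, threshold 0.05). The standard error of a log2 fold change is its size over the square root of the test's F value. Responses were compared between preparations in 1 model of all libraries by interaction terms. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01 and again with the correlation estimated from the data, and the mean log2 level of each list was compared by a two-sided exact permutation test over 24310 splits of the mice. Signed networks (power 17) were built in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 from genes with no 0 count, and modules are the leaf branches of at least 100 genes of an average linkage tree of the topological overlap. This differs from the dynamic tree cut named in the paper, so module numbers and sizes are not those of the paper. A module eigengene was compared between treatments by an exact permutation test, adjusted over the modules of a network. Plots were drawn with matplotlib 3.10.9.

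Named genes were chosen by a rule set before the data were examined: per preparation the 10 largest rises and 10 largest falls among called genes with at least 1 CPM on average, every gene that the paper's text names for the preparation, and up to 4 members of each list with the smallest adjusted p. The values of the paper's Supplementary Table 1 had been seen when the rule was written. Alternatives set at the same time were DESeq2 1.42.0 with and without its prior on fold changes, RLE scaling, no expression filter, genes with no 0 count, the range of mouse numbers (03 to 08, 19 to 26, 35 to 41) as a covariate, leaving out each mouse, a replicate block in comparisons between preparations, and other network settings. Gene coordinates were taken by symbol from a copy of the mm10 annotation, in which 23204 symbols were found, 1109 of them as a synonym.

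On simulated data with a true log2 change of 0.5, 1 or 1.5 the test recovered 44.8%, 91.5% and 97.1% of the changed genes in astrocytes, 39.3%, 83.6% and 100% in microglia and 45%, 88.9% and 96.9% in total homogenate, with 6.51%, 3.82% and 4.58% false calls. At the depth and number of mice at hand, changes of 0.5 were thus missed more often than found in each preparation. Total counts did not differ by treatment at the threshold in exact permutation tests (p = 0.161 in astrocytes, 0.925 in microglia and 0.693 in total homogenate). Blood alcohol concentrations, behavior and immunohistochemistry were not analysed here.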

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

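Chosen only after the result was seen were all 3 tests on the neutrophil markers, the test of a larger microglial share and the test of the mouse ranges for the heat shock genes, as was the choice of the list scores named below.

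Neutrophil markers were higher in CIE microglia, with a score difference of 1.56. The paper names a neutrophil degranulation category for MG2, which was not among the lists tested. Neutrophils held by the CD11b beads stay open as a source, and the 90.9% of measured markers called higher restates the pattern and does not test it. Blood left in the brains cannot be told apart: the erythroid genes had a median log2 fold change of -0.0484 in total homogenate, which was first read as evidence against blood and was read as undecided only after the value was seen, because Bpgm is also expressed by brain cells, Alas2 (-0.29, standard error 0.59) and Slc4a1 (0.71, standard error 0.68) lie near the floor, and hemoglobin genes are absent from the counts. The paper perfused the mice with saline, and the neutrophil score of the homogenate differed by 1.15 (exact permutation p = 0.181), with 0.23, 2.61 and -0.314 by mouse range, so among mice 35 to 41 it did not rise with that of microglia, which with 3 mice per group does not decide. With the mouse range as a covariate 8 of 11 markers were called higher. Control and CIE mice are nearly balanced over the ranges, so this fit could hardly remove the difference. It also does not address a rise confined to some ranges, and so does not decide on the mouse ranges. The score differed by -0.201 among the 4 mice numbered under 10, and by 1.79 and 2.45 in the other ranges. The value of -0.201 was first used as the test and read as undecided. The covariate replaced it once both values were known. A biological entry of neutrophils after CIE is a hypothesis that these values do not settle.

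Interferon-stimulated genes were higher in CIE astrocytes, whose libraries also hold microglial RNA. An estimate from the microglial share argues against that RNA as the whole cause. It would give 27.7% of the rise for the median called gene and 55.1% at the highest, though the CIE share may read too low. With the microglial score as a covariate 23 genes of the list were called. That fit does not decide, since the score hardly differed by treatment in these libraries (0.132, exact permutation p = 0.528). RNA of activated microglia, whose score was 0.581 higher, and of other cell types was not tested as a source. An interferon response of astrocytes may be part of the pattern, as a hypothesis.

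Heat shock genes were lower in CIE astrocytes and microglia. Less stress during dissociation was tested by comparison with immediate early genes. In microglia the heat shock score fell further than theirs (-0.529 against -0.228, exact permutation p = 0.0288), though among mice 35 to 41 both fell alike (-0.533 and -0.534). In astrocytes the exact permutation p was 0.232. The test does not decide in either cell type, since nothing here shows that dissociation moves both lists equally. In total homogenate the heat shock score differed by -0.146 (adjusted p = 0.347, exact permutation test). Hspa1a and Fos stood higher than there by 4.77 and 4.71 in astrocytes and 6.58 and 6.71 in microglia (log2 scale). Dissociation thus stays open as a cause in both cell types. The mouse ranges do not account for the fall of the heat shock score, since the smallest fall within a range was still -0.233. A response to CIE may be part of the pattern, which in neither cell type can be told apart from dissociation.

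Other splits of the mice exclude chance for the genes called in astrocytes (661, highest other 140), microglia (373, highest other 136) and total homogenate (35, highest other 0), each with 1 of 100 splits as large. The shared genes add no test of chance beyond these counts: the homogenate had 0 calls in every other split, so its overlaps with astrocytes (30, highest other 0), microglia (12, highest other 0) and both (12, highest other 0) had to be 0 there, and astrocytes and microglia (101, highest other 4) both had calls in 1 other split. Chance is not excluded for the number of gene list tests called by camera (53, highest other 55, 6 of 100 splits). For differences between preparations 1 of 60 splits was as large for microglia and homogenate (119, highest other 35), astrocytes and homogenate (1, highest other 0) and microglia and astrocytes (76, highest other 41), and for the markers of the isolations 1 of 30 (27, highest other 4, and 29, highest other 1).

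A difference between preparations singled out the same 119, 1 and 76 genes, and among the genes the paper names Sparc (-0.89 for microglia and homogenate, -0.78 for microglia and astrocytes) and Sema4a (1.17 and 1.37). Among other list scores that differed were those of MHC class I genes (0.666 in astrocytes, 0.52 in microglia, 0.649 in homogenate), glucocorticoid-responsive genes (0.79, 0.739 and 0.647), reactive astrocyte genes (0.497 in astrocytes, 0.45 in microglia), activated microglia genes (0.581 in astrocytes), glycolysis and hypoxia-responsive genes (-0.269 in astrocytes) and lysosomal enzymes (-0.191 in microglia). The score of interferon-inducible GTPases differed by 0.736 in astrocytes, 0.905 in microglia and 1.09 in homogenate. In homogenate the Notch score also fell (-0.151, adjusted p = 0.0111, exact permutation test). The synaptic adhesion and scaffold score fell there too (-0.139, adjusted p = 0.0271, same test). In both, 9 of 9 CIE mice were below the control median, so these falls were not confined to the astrocyte libraries. The homogenate also holds astrocyte RNA, and its counts do not show which cells the falls came from.

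Samples far from the others of their group were found in 12 of 104 groups (11.5%, against 5% by chance). They were, for the share of the top gene and of Rn45s, control astrocytes of mouse 05 (3.56%) and CIE homogenate of mouse 26 (1.85%), and for reads not uniquely mapped, control homogenate of mouse 36 (16.9%). In list scores they were control astrocytes of mouse 22 for interferon-inducible GTPases (-2.40) and reactive astrocyte genes (-1.22), control microglia of mouse 22 for interferon-stimulated genes (-1.15) and lysosomal enzymes (3.57), control microglia of mouse 05 for glucocorticoid-responsive genes (0.996) and control homogenate of mouse 35 for MHC class I genes (-1.43), and the eigengene of microglia module 8 was low in control mouse 22 (-0.477).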

How the results depend on the processing

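Chosen after the data were seen were the fits without mice under 10, those with a cell score as covariate and the list scores. Called genes in astrocytes, microglia and total homogenate were 661, 373 and 35, with 1166, 754 and 192 for DESeq2, 1153, 747 and 150 with its prior on fold changes, 1129, 775 and 81 with the mouse range as covariate, 1132, 727 and 7 without mice under 10, 1006 in astrocytes with the microglia score, and 65 in microglia and 148 in homogenate with the neutrophil score. RLE scaling (680, 370, 35), no filter (612, 398, 32) and genes with no 0 (664, 400, 36) gave counts within 1.5 times. Leaving out 1 mouse gave 354 to 1001, 182 to 684 and 15 to 71. Shared genes (astrocytes and microglia, astrocytes and homogenate, microglia and homogenate, all 3) were 217, 115, 65 and 49 with DESeq2, 214, 92, 41 and 31 with its prior, 207, 54, 20 and 16 with the mouse range, and 199, 7, 0 and 0 without mice under 10, and ranged over 42 to 171, 12 to 45, 3 to 20 and 3 to 16 without 1 mouse. The median rise in homogenate was 0.535 with the prior, and with the mouse range that in microglia (0.801) was under that in homogenate (0.815). Responses that differed numbered 236 (microglia and homogenate), 5 (astrocytes and homogenate) and 182 (microglia and astrocytes) with DESeq2 and 0 for astrocytes and homogenate with RLE, and the replicate block gave 113, 1 and 85 (86, 1 and 58 of them shared with the fit without it). Of 96 tests of a list in a preparation camera called 53, of which 4 held with an estimated correlation, and 25 of 96 list scores were called. At a minimum module size of 50, 14 astrocyte modules were associated with CIE (8 higher, 6 lower) and 4 overlaps called. With the neutrophil score Anxa1, Ltf and Ngp in microglia reversed, from 3.3, 3.04 and 3.35 to -0.0566, -0.78 and -0.77, a covariate that itself holds Ltf and Ngp, and without mouse 41 Ltf was 1.77 and Ngp 1.88, each called in 6 of 17 fits. Of 423 values of named genes, each in 1 preparation, DESeq2 lost 1 call and gained 62, its prior 2 and 57, RLE 2 and 1, no filter 14 and 0, the mouse range 2 and 60, and of 7163 values without 1 mouse 446 were lost and 113 gained. Apart from fewer samples, the cause was not tested. Microglia had the lowest depth (571878 counts in 1 CIE library), which may limit calls for genes of low level, though this was not tested.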

Differences from the paper's values

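Counts, ratios and module sizes are said to differ where one value is over 1.5 times the other, and no test was run on them. Genes called at an adjusted p under 0.05 were 661 here and 1153 in the paper for astrocytes, 373 and the paper's 742 for microglia, and 101 and the paper's 213 for both. Of the alternatives set before the data were examined, DESeq2 (1166, 754 and 217), DESeq2 with its prior on fold changes (1153, 747 and 214) and the mouse range covariate (1129, 775 and 207) did not differ from the paper, and RLE scaling, no filter and genes with no 0 did. Without 1 mouse, these counts did not differ without 03 or 08 in astrocytes, 06, 08 or 22 in microglia and 08 for both. For total homogenate (35, the paper's 150) and its overlap with astrocytes (30, the paper's 91) both DESeq2 fits did not differ (192 and 150, 115 and 92) and the others did. For the overlap of microglia and homogenate (12, the paper's 40) and of all 3 (12, the paper's 31) the fit with the prior alone did not differ (41 and 31). The ratio of cell type genes to homogenate genes was 29.5 against the paper's 13, and 10.0 with DESeq2 and 12.7 with its prior did not differ, nor did the values without mouse 26, 39 or 41.

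Module sizes were 295 (the paper's 994 for AS1), 162 (the paper's 314 for AS3), 215 (the paper's 352 for MG1) and 162 (the paper's 328 for MG2). No setting came within 1.5 times the paper's size for AS1 (at most 579, at power 12), while power 12 did for AS3 (228) and a mean count of at least 20 did for MG1 (294) and MG2 (433). The correlation of AS1 with treatment is 0.7 in the paper's supplementary table and -0.68 here, with a negative sign in each of the network settings, while the paper's text calls the correlation negative.

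Of 53 log2 fold changes in the paper's supplement 22 differed, 0 of them in sign. A fold change was counted as differing by the size of its gap against the standard errors, which is not a test. All 22 did not differ with the prior on fold changes of DESeq2, while 21 differed with DESeq2, 22 with RLE, no filter or no-0 genes and 24 with the mouse range. The values here and the paper's were, in astrocytes, Ifi204 1.65 and the paper's 0.803, Irgm1 1.11 and 0.866, Ifit3 1.01 and 0.804, Gbp2 1.02 and 0.591, Gbp4 1.15 and 0.638, Gbp6 1.28 and 0.754, Irf7 1.07 and 0.788, Grm5 -0.83 and -0.564, and Hspa1a -1.19 and -0.818. In microglia they were Ifi204 1.79 and the paper's 1.22, Gbp2 1.36 and 1.02, Gbp4 1.65 and 1.09, Irf7 1.20 and 0.98, and Hspa1a -1.27 and -0.923, and Irf7 did not differ with DESeq2 either. In total homogenate they were Irgm1 (1.159) and the paper's 0.809, Ifit3 0.83 and 0.662, Ifit3b 0.81 and 0.583, Gbp2 1.57 and 0.582, Gbp4 1.42 and 0.666, Gbp6 1.72 and 0.636, Irf7 1.06 and 0.727, and Cebpd 1.10 and 0.59. The paper's errors are standard errors.

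The paper names Cebpb as changed, and it passed in no preparation here (edgeR adjusted p = 0.111, 0.159 and 0.432), nor in the paper's own table (0.0834, 0.121 and 0.335). Gbp2, Gbp4, Gbp6, Ifit3b and Cebpd in total homogenate and Gbp2 and Gbp4 in astrocytes were called by the paper and not here, and the prior on fold changes of DESeq2 called each of them.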

Other observations

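In astrocytes Cd74, the MHC class II chaperone, rose by 2.60 and Ch25h, a cholesterol hydroxylase, by 2.35 on the log2 scale (edgeR). Fabp7, a fatty acid binding protein of progenitors, fell by 1.60 (by 1.06 without mouse 37) and Gpr17, a receptor of oligodendrocyte precursors, was also lower, calls that held in 8 and 4 of 17 fits without 1 mouse (highest edgeR adjusted p = 0.0872 without mouse 37 and 0.0978 without mouse 26). In microglia Hspa1l fell by 1.56 and Adcy8, an adenylate cyclase, by 1.15 (missed without mouse 20, 25 or 36, highest edgeR adjusted p = 0.0608), while the complement gene C3 rose by 3.06 (1.85 without mouse 41) and haptoglobin (Hp) by 3.43.

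Groups did not overlap for 51 genes in astrocytes, 50 in microglia and 13 in total homogenate, where chance gives 0.00823% of genes. The share of Rn45s was 7.92% to 13.0% in the microglia libraries of mice 03, 05, 06, 08 and 19, 3 control and 2 CIE mice that include all those numbered under 10, and 0.563% to 3.64% in the other microglia libraries. Profiles of the same mouse were weakly related across preparations (median r 0.149, 0.112 and 0.0394).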
